# Circulating microRNA: Myocardium-derived prenatal biomarker of ventricular septal defects

**DOI:** 10.3389/fgene.2022.899034

**Published:** 2022-08-11

**Authors:** Yiru Yang, Hainan Yang, Xihua Lian, Shuping Yang, Haolin Shen, Shufen Wu, Xiali Wang, Guorong Lyu

**Keywords:** ventricular septal defect (VSD), circulating microRNA (miRNA), prenatal diagnosis (MeSH), biomarker, fetus [mesh]

## Abstract

**Background:** Recently, circulating microRNAs (miRNAs) from maternal blood and amniotic fluid have been used as biomarkers for ventricular septal defect (VSD) diagnosis. However, whether circulating miRNAs are associated with fetal myocardium remains unknown.

**Methods:** Dimethadione (DMO) induced a VSD rat model. The miRNA expression profiles of the myocardium, amniotic fluid and maternal serum were analyzed. Differentially expressed microRNAs (DE-microRNAs) were verified by qRT–PCR. The target gene of miR-1-3p was confirmed by dual luciferase reporter assays. Expression of amniotic fluid-derived DE-microRNAs was verified in clinical samples.

**Results:** MiRNAs were differentially expressed in VSD fetal rats and might be involved in cardiomyocyte differentiation and apoptosis. MiR-1-3p, miR-1b and miR-293-5p were downregulated in the myocardium and upregulated in amniotic fluid/maternal serum. The expression of amniotic fluid-derived DE-microRNAs (miR-1-3p, miR-206 and miR-184) was verified in clinical samples. Dual luciferase reporter assays confirmed that miR-1-3p directly targeted SLC8A1/NCX1.

**Conclusion:** MiR-1-3p, miR-1b and miR-293-5p are downregulated in VSD myocardium and upregulated in circulation and may be released into circulation by cardiomyocytes. MiR-1-3p targets SLC8A1/NCX1 and participates in myocardial apoptosis. MiR-1-3p upregulation in circulation is a direct and powerful indicator of fetal VSD and is expected to serve as a prenatal VSD diagnostic marker.

## 1 Introduction

Ventricular septal defects (VSDs) are the most common congenital heart defects (CHDs), accounting for approximately 40% of CHDs (Spicer et al., 2014; Cox et al., 2020). Accurate prenatal diagnosis is helpful for reducing mortality and improving prognosis (van Nisselrooij et al., 2020). However, it was reported that due to factors such as the experience of sonographers and the quality of ultrasound images, approximately half of CHDs were not identified prenatally. Even when the ultrasound image quality is good, 31% of CHD cases are still missed (van Nisselrooij et al., 2020). Therefore, it is of great significance to seek biomarkers for the prenatal diagnosis of VSD to improve the accuracy of diagnosis and pregnancy outcomes.

Human genetics research has identified many genes related to hereditary and sporadic CHD that encode transcription factors that regulate the morphogenesis of the ventricular septum or outflow tract during heart development (Bruneau, 2008). Epigenetic mechanisms, including DNA methylation and noncoding RNA (ncRNA), are involved in the pathogenesis and phenotype of VSD (Grunert et al., 2016; Thomford et al., 2018; Yang et al., 2021). MicroRNAs (miRNAs), as highly conserved ncRNAs, regulate gene expression at the posttranscriptional level by binding to target genes, inducing epigenetic modifications, which are closely related to the cell cycle and mammalian development (Pulignani and Andreassi, 2019; Panni et al., 2020). By regulating VSD-related transcription factors, miRNAs participate in the proliferation and differentiation of cardiomyocytes, and morphogenesis of heart, as well as pathophysiological processes such as myocardial hypoxia and cardiac remodelling, which are interrelated with the occurrence, progression and outcome of VSD (Smith et al., 2015; Islas and Moreno-Cuevas, 2018; Sabour et al., 2018; Meng et al., 2020). MiRNAs can be encapsulated in lipid vesicles or connected with protein or lipoprotein complexes to ensure stability and avoid degradation during extracellular secretion. Therefore, miRNAs have the potential to be diagnostic markers of diseases (Creemers et al., 2012; Mori et al., 2019).

Maternal blood is commonly used for prenatal diagnosis and is easy to obtain, while amniotic fluid has a high content of fetal free nucleic acids and is less likely to be contaminated by maternal nucleic acids (Hui et al., 2012). In recent years, people have attempted to use circulating miRNAs derived from maternal blood and amniotic fluid as biomarkers for CHD diagnosis (Song et al., 2018; Jin et al., 2021; Yang et al., 2021). It is, however, unclear whether circulating miRNAs are associated with fetal heart tissue. Thus, we analyzed the expression profiles of amniotic fluid-derived and maternal serum-derived miRNAs in fetal VSD rats to explore the relationship between myocardium-derived and circulating miRNAs. Furthermore, the possibility of using circulating miRNAs as VSD prenatal biomarkers was verified in the clinical samples to serve as the basis for circulating miRNAs to assist prenatal diagnosis.

## 2 Materials and methods

### 2.1 Construction of a ventricular septal defect rat model

Sprague–Dawley (SD) rats (Shanghai SLAC Laboratory Animal Co., Ltd.) were selected to construct VSD models. Female and male rats in estrus were kept in cages at a ratio of 2:1. The day when vaginal plugs were found was recorded as embryonic day 0 (D0). The dams were separated from male rats and randomized to a negative control (NC) group and a dimethadione (DMO) group. The mean maternal age of rats was 14.44 (SD, 5.17) weeks vs. 15.44 (SD, 4.06) weeks in the NC and DMO groups, respectively.

From 19:00 on D8, the DMO group was given 5 ml/kg DMO (drug concentration, 60 mg/ml) by oral gavage once every 12 h six times, while the NC group was given the same dose of distilled water at the same time. The rats were fed standard food and distilled water *ad libitum* and received humane care.

In the DMO group, excluding fetuses with umbilical hernia, subcutaneous edema or other obvious abnormal appearances, VSD fetuses without malformation of major vessels were selected as the VSD group (Figure 1), and fetuses with intact ventricular septum were selected as the non-VSD group.

**FIGURE 1:**
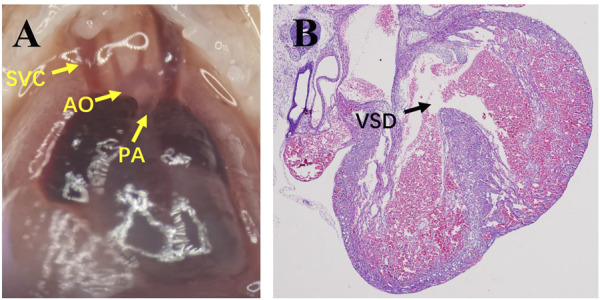
Images of microdissection and the pathology of VSD fetuses. **(A)**, Microdissection shows the correct connection of major vessels; **(B)**, pathology shows VSD. SVC, superior vena cava; AO, aorta; PA, pulmonary artery; VSD, ventricular septal defect.

### 2.2 Sample collection and pretreatment

On D19, the pregnant mice were anaesthetized by intraperitoneal injection of pentobarbital (40 mg/kg), and the amniotic fluid was carefully collected with a sterile syringe after the uterus was exposed. The amniotic fluid was immediately centrifuged at 1,200 g and 4°C for 10 min, and the supernatant was recovered and stored at −80°C.

Blood was withdrawn through cardiac puncture and incubated at room temperature for 1 h. The coagulated blood was centrifuged twice at 4°C (1700 g, 10 min and 2000 g, 10 min), and then the supernatant was stored at −80°C.

The fetus was obtained by caesarean section. Microdissection was used to observe the position and connection of the major blood vessels. After that, the fetal heart was removed and washed in cold PBS solution. The heart tissue was embedded in paraffin according to the routine procedure. Parts of the wax blocks were cut into 3 μm slices and prepared for HE staining to observe the ventricular septum, and other parts were stored for RNA extraction.

### 2.3 Collection of clinical amniotic fluid samples

From August 2020 to June 2021, women who visited the Second Affiliated Hospital of Fujian Medical University were included when ultrasound-guided amniocentesis met their clinical needs. The amniotic fluid was extracted after informed consent was obtained from all pregnant women. The amniotic fluid of fetuses with a normal chromosome karyotype and without pregnancy complications or other diseases that may affect the growth and development of the fetus was collected. According to the results of follow-up after birth or induction of labor, they were classified into the VSD group and the NC group. General characteristics of pregnant women are displayed in Table 1. This study was carried out in accordance with The Code of Ethics of the World Medical Association (Declaration of Helsinki) and was approved by the Medical Ethics Committee of the Second Affiliated Hospital of Fujian Medical University (2019-233, 2021-73).

**TABLE 1:** General characteristics of pregnant women.

	NC group (*n* = 7)	VSD group (*n* = 7)	p
Maternal age (years)	30.00 ± 4.90	29.00 ± 5.03	0.713
Gestational age (weeks)	21.80 ± 3.12	24.59 ± 1.35	0.140
Weight (kg)	53.04 ± 7.18	56.92 ± 8.67	0.397
Parity(n)	0.00 (0.00,2.00)	0.00 (0.00,2.00)	1.000
Oligohydramnios or polyhydramnios (%)	0.00	0.00	—

NC, negative control; VSD, ventricular septal defect.

### 2.4 MicroRNA sequencing

Corresponding kits were used to extract total RNA/miRNA from wax blocks of the myocardium (RecoverAll™ Total Nucleic Acid Isolation Kit, Ambion, Thermo Fisher Scientific), amniotic fluid (HiPure Universal RNA Mini Kit, Magen) and maternal serum (miRNeasy Mini Kit, QIAGEN). A cDNA library of amniotic fluid-derived miRNAs (QIAseq miRNA Library Kit, QIAGEN) and myocardium-derived and serum-derived miRNAs (TruSeq Small RNA Library Preparation kit, Illumina) was constructed, respectively. The library preparations were sequenced on the Illumina HiSeq 2500 sequencing system (for myocardium-derived and serum-derived miRNAs) and Illumina NovaSeq 6000 system (for amniotic fluid-derived miRNAs).

### 2.5 Sequencing data processing

Bcl2fastq (bcl2fastq, RRID:SCR_015058) was used to perform recognition on the original image and convert it into the original sequence. The Fastx-toolkit (FASTX-Toolkit, RRID:SCR_005534) was used to evaluate and filter the quality. The expression was normalized using the transcripts read number per million (TPM) and counts per million (CPM) method. DESeq (DESeq, RRID:SCR_000154) and an R package (LIMMA, RRID:SCR_010943) was used to perform differential expression analysis. The threshold values *p* < 0.05 and fold change (FC) ≥ 2 indicated upregulated differentially expressed microRNA (DE-microRNA), while *p* < 0.05 and FC ≤ 0.5 indicated downregulated DE-microRNA.

### 2.6 Target gene prediction and bioinformatics analysis of differentially expressed microRNAs

MiRWalk 3.0 (miRWalk, RRID:SCR_016509) predicted the target genes of DE-microRNAs. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyzes of target genes whose binding probability > 0.95 were performed by g:Profiler (version e104_eg51_p15_3922dba). String (https://cn.string-db.org/) was used to perform protein–protein interaction (PPI) analysis and establish PPI networks. The plug-in “cytoHubba” of Cytoscape (Cytoscape, RRID:SCR_003032) screened out the top 20 hub genes in the PPI networks.

### 2.7 Quantitative real-time polymerase chain reaction

Total RNA was extracted by TRIzol (Invitrogen, Thermo Fisher Scientific) and the RecoverAll™ Total Nucleic Acid Isolation Kit (Ambion, Thermo Fisher Scientific) from amniotic fluid, serum and myocardium wax blocks. MiRNA First Strand cDNA Synthesis (Sangon Biotech) was used to reverse transcribe RNA to cDNA. Polymerase chain reaction (PCR) was performed according to the manual of the TB Green Premix Ex Taq kit (TAKARA). All reactions were performed in triplicate. The result was normalized to U6 (Universal U6 Primer F, Sangon Biotech) and calculated using the 2^−ΔΔCt^ method. The primer sequences are shown in Supplementary Table S1.

### 2.8 Double luciferase reporter gene assay

The wild type (WT) and mutant (MU) of the target 3′-UTR were cloned and inserted into the pSI-Check2 vector (Promega), and the successful construction of the plasmid was verified by sequencing. Before transfection, 293T cells and the target plasmid were seeded in a 96-well plate. Then, LipoFiter 3.0 (Hanbio) was used to cotransfect the WT and MU plasmids with the miR-1-3p plasmid. The dual luciferase reporter gene assay system (Promega) was used to evaluate the activities of firefly luciferase and Renilla luciferase.

### 2.9 Statistical analysis

Normally distributed data are expressed as the mean ± standard deviation (mean ± SD); nonnormally distributed data are expressed as the median (lower quartile, upper quartile). The comparison between the two groups was performed by *t* test or Mann–Whitney test. *p* < 0.05 was regarded as significantly different.

## 3 Results

### 3.1 Ventricular septal defect group microRNAs expression profile and bioinformatics analysis

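The myocardium-derived data came from 7 NC, 7 non-VSD and 7 VSD fetuses collected on D19. Dams of the DMO group had received 5 ml/kg of a 60 mg/ml DMO solution by gavage from D8, every 12 h for 6 doses, and NC dams had received distilled water. RNA was extracted from wax blocks of the fetal heart, and the libraries were sequenced on the Illumina HiSeq 2500. The authors deposited the number of reads that they counted on each mature rat microRNA in each sample, without normalization. The same NC samples stand in the table of the VSD group and in that of the non-VSD group, and both tables list 661 microRNAs. Total counts per sample were between 4366457 and 9371130 in the NC group, with a median of 6876536. They were between 3982546 and 8316564 in the non-VSD group (median 5514715) and between 1694811 and 9182491 in the VSD group (median 8159467). In the smallest library, replicate 3 of the VSD group, a count of 0 allows a level of up to 1.77 CPM (counts scaled to a total of 1e6). Such limits cover counting error only. Each DMO group was compared with the NC group by edgeR's quasi-likelihood test, after scaling by TMM, a normalization that assumes most microRNAs unchanged. DE-microRNAs were called at the study's threshold, which uses an unadjusted p, and the number at a Benjamini-Hochberg adjusted p under 0.05 is given beside each count. The paper's text does not name the dam of each fetus, so litter could not be a term of the test.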

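Amniotic fluid was also taken on D19, as the supernatant after centrifugation, with 7 samples in each of the same groups. Its libraries were made with the QIAseq kit and sequenced on the Illumina NovaSeq 6000, so absolute levels are not comparable with those of the myocardium. The deposited values are again counts per mature microRNA, beside CPM that the authors computed from them. The libraries were far smaller than those of the myocardium. Total counts per sample ranged from 79234 to 248295 in the NC group (median 141904), from 78188 to 331787 in the non-VSD group (median 159557) and from 81386 to 243598 in the VSD group (median 155171). A median of 324 microRNAs per NC sample had at least 1 count, against 283 in the non-VSD group and 310 in the VSD group. A microRNA with 0 counts in the smallest library could be present at up to 38.4 CPM. Whether the molecular identifiers of this kit were used in counting is not stated in the paper's text.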

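Maternal serum was sequenced for 7 NC and 7 VSD samples, with the library kit and the sequencer used for the myocardium. The authors deposited counts of 518 microRNAs. Total counts per sample lay between 271578 and 581350 in the NC group (median 496237) and between 147609 and 370867 in the VSD group (median 300005). The VSD libraries were smaller by a mean of -0.63 on the log2 scale (exact permutation test, two-sided, p = 0.0390). In VSD replicate 4, the smallest of these libraries, the upper limit for a microRNA with 0 counts is 20.3 CPM. The test corrects for the total of each library, and some of the microRNAs tested lie near this limit.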

Of the myocardium and amniotic fluid samples (divided into NC group, non-VSD group, and VSD group) and maternal serum samples (divided into NC group and VSD group), seven samples were selected for miRNA sequencing in each group.

#### 3.1.1 MicroRNAs expression profile

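In the VSD myocardium, 469 microRNAs passed edgeR's filter on low counts. DE-microRNAs numbered 32, of which 12 were upregulated and 20 downregulated, and 90 microRNAs had an unadjusted p under 0.05. At an adjusted p under 0.05 there were 2, miR-146a-5p and miR-6329. MiR-146a-5p was at 489 ± 36.4 CPM (SD, n = 7) in the VSD group and at 230 ± 55.5 CPM (SD, n = 7) in the NC group, a log2 fold change of 1.09 (standard error 0.18, adjusted p = 0.00787). MiR-6329 changed by -1.60 on the log2 scale (standard error 0.32, adjusted p = 0.0301). Of the 26 named microRNAs tested here, 1, miR-185-5p, passed when adjusted over the list alone, which is not independent evidence, since the study chose many of them on these samples. The counts rest to a large extent on replicate 2 of the NC group, without which 83 DE-microRNAs and 77 microRNAs at an adjusted p under 0.05 were called. With scaling by library size only, the median microRNA shifted by 0.32 on the log2 scale, and 33 DE-microRNAs were upregulated and 12 downregulated.

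MiR-7b had a log2 fold change of 2.04 (standard error 0.63, edgeR's adjusted p = 0.0915) and lay above the NC median in 7 of 7 VSD samples (exact permutation test, two-sided, p = 0.00874). That log2 fold change was 1.37 without VSD replicate 3 and 2.55 without NC replicate 2. For miR-1-3p, the level was 13959 ± 8498 CPM (SD, n = 7) in the VSD group and 31692 ± 24534 CPM (SD, n = 7) in the NC group. Its log2 fold change was -1.18 (standard error 0.58, edgeR's adjusted p = 0.266), and the difference of mean log2 CPM did not exceed that of other groupings (exact permutation test, p = 0.201). MiR-1b was at 33005 ± 18106 CPM (SD, n = 7) against 67530 ± 40674 CPM (SD, n = 7), a log2 fold change of -1.03 (standard error 0.48, edgeR's adjusted p = 0.257; exact permutation test, p = 0.132). Both were below the NC median in 7 of 7 VSD samples. With each sample left out in turn, their log2 fold changes ranged from -1.45 to -0.85 and from -1.28 to -0.80. With a score of 8 epithelial microRNAs as a covariate, a setting chosen after the data had been seen, the log2 fold changes of miR-1-3p and miR-1b were 0.27 and 0.04. This score differs between the groups, so a real effect of VSD can be taken up by it. MiR-293-5p changed by -1.14 on the log2 scale (standard error 0.61, edgeR's adjusted p = 0.281). The remaining named microRNAs were under the filter, with 10 counts of miR-497-3p over the VSD samples and 0 over the NC samples, and 2 and 14 counts of miR-3580-3p.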

Compared with the NC group, there were 53 myocardium-derived DE-microRNAs in the VSD group, of which 23 were upregulated (miR-497-3p, miR-7b, etc.) and 30 were downregulated (miR-1-3p, miR-1b, miR-293-5p and miR-3580-3p, etc., Supplementary Table S2; Figures 2A,B). There were 34 DE-microRNAs in the non-VSD group, including 9 upregulated and 25 downregulated microRNAs (Supplementary Table S3).

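The non-VSD myocardium gave 19 DE-microRNAs among 456 microRNAs tested, 8 upregulated and 11 downregulated, and 80 microRNAs with an unadjusted p under 0.05. Only miR-218a-5p passed an adjusted p under 0.05, with 6059 ± 666 CPM (SD, n = 7) in the non-VSD group, 3298 ± 753 CPM (SD, n = 7) in the NC group and a log2 fold change of 0.88 (standard error 0.17, edgeR's adjusted p = 0.0428). Its fold change was under the study's threshold. All 7 non-VSD samples were above all 7 NC samples. The downregulated microRNA with the lowest p was miR-101b-3p, at a log2 fold change of -0.78 (standard error 0.17, edgeR's adjusted p = 0.0533). Without NC replicate 2, the adjusted count was 19. With scaling by library size only, 16 DE-microRNAs were upregulated and 4 downregulated, with the median microRNA shifted by 0.13 on the log2 scale. None of 26 named microRNAs passed when adjusted over the list alone, and 2 of them had an unadjusted p under 0.05.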

**FIGURE 2:**
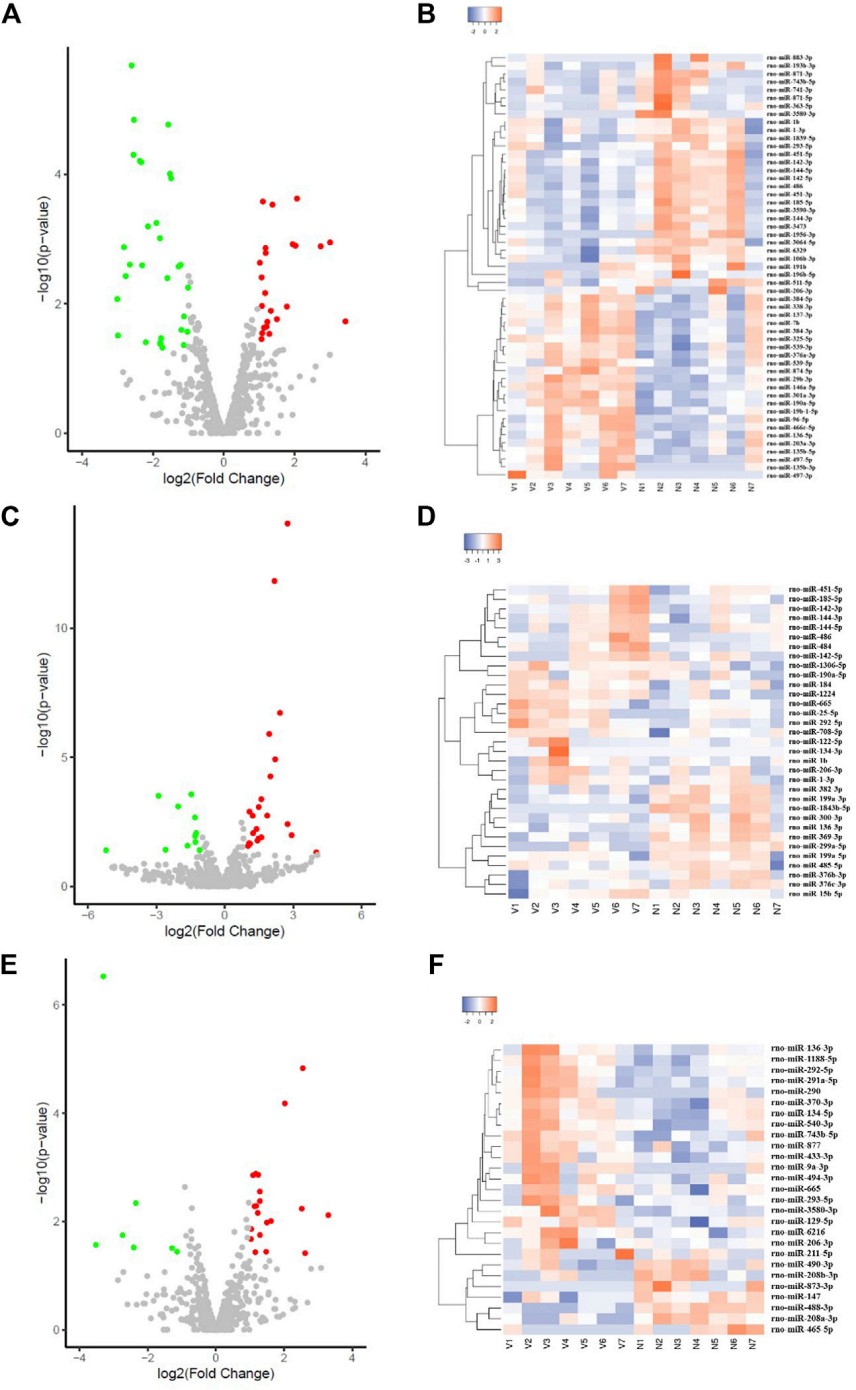
Volcano plot and cluster heatmap of DE-microRNAs in the VSD group **(A,C,E)** are all volcano plots; **(B,D,F)** are cluster heatmaps; **(A,B)** represents myocardium-derived DE-microRNAs; **(C,D)** represents amniotic fluid-derived DE-microRNAs; **(E,F)** represents maternal serum-derived DE-microRNAs.

There were 33 amniotic fluid-derived DE-microRNAs in the VSD group, including 22 upregulated (miR-15b-5p, miR-1b, etc.) and 11 downregulated microRNAs (miR-1843b-5p, miR-299a-5p, etc., Supplementary Table S4; Figures 2C,D). 

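Among 245 microRNAs tested in amniotic fluid of the VSD group, 17 were DE-microRNAs, 9 upregulated and 8 downregulated. No microRNA passed an adjusted p under 0.05, and 33 had an unadjusted p under 0.05. The lowest adjusted p was 0.174 by edgeR's test. The lowest unadjusted p among the downregulated microRNAs was that of miR-369-3p, with a log2 fold change of -1.21 (standard error 0.32), and among the upregulated ones that of miR-292-5p, with 1.42 (standard error 0.39). Of 17 named microRNAs, 0 passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05. Without the filter on low counts, the number of DE-microRNAs rose to 84.

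MiR-15b-5p was at 861 ± 966 CPM (SD, n = 7) in the VSD group and 331 ± 191 CPM (SD, n = 7) in the NC group. Its log2 fold change was 1.37 (standard error 0.74, edgeR's adjusted p = 0.424), 4 of 7 VSD samples lay above the NC median, and limma on log2(CPM + 1) gave -0.05. With the score of red blood cell microRNAs as a covariate it was -0.22. MiR-1b had 792 counts over the VSD samples and 242 over the NC samples, with a log2 fold change of 1.43 (standard error 0.61, edgeR's adjusted p = 0.269). Of the 792 counts, 463 were in VSD replicate 4, without which the log2 fold change was 0.53. MiR-299a-5p had 22 and 115 counts, a log2 fold change of -2.50 (standard error 1.03, edgeR's adjusted p = 0.251), and 6 of 7 VSD samples were below every NC sample (exact permutation test, p = 0.00291). MiR-1843b-5p, under the filter, had 0 counts over the VSD samples and 39 over the NC samples. MiR-122-5p, the DE-microRNA with the highest fold change, had 8161 of its 10439 VSD counts in 1 sample, replicate 4, and its log2 fold change of 3.00 fell to 1.07 without it.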

There were 48 DE-microRNAs in the non-VSD group, including 39 upregulated and 9 downregulated microRNAs (Supplementary Table S5).

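In amniotic fluid of the non-VSD group, 30 of 242 microRNAs tested were DE-microRNAs, 21 upregulated and 9 downregulated. At an adjusted p under 0.05 there were 12 microRNAs, 8 higher and 4 lower, and 47 had an unadjusted p under 0.05. The lowest p belonged to miR-27b-3p, at 2252 ± 1042 CPM (SD, n = 7) in the non-VSD group and 5990 ± 1345 CPM (SD, n = 7) in the NC group. The log2 fold change was -1.41 (standard error 0.30, edgeR's adjusted p = 0.0272), with all non-VSD samples below all NC samples. MiR-292-5p rose by 1.53 on the log2 scale (standard error 0.36) at the same adjusted p. Of 17 named microRNAs, 2 passed when adjusted over the list alone, miR-142-3p and miR-185-5p. Without the filter on low counts, 109 DE-microRNAs were called, 52 of them upregulated. Leaving out 1 sample moved the adjusted count from as low as 0 (without NC replicate 1) to as high as 21 (without non-VSD replicate 6).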

Twenty-seven maternal serum-derived DE-microRNAs were detected in the VSD group, including 20 upregulated (miR-129-5p, miR-206-3p, miR-293-5p, miR-3580-3p, miR-494-3p, etc.), and 7 downregulated microRNAs (miR-208a-3p, miR-208b-3p, etc., Supplementary Table S6; Figures 2E,F).

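In maternal serum, 219 microRNAs were tested, and the 10 DE-microRNAs of the VSD group were all upregulated. No non-VSD serum was sequenced, so an effect of DMO on the dam cannot be separated from one of VSD in the fetus. No microRNA passed an adjusted p under 0.05, and 30 had an unadjusted p under 0.05. MiR-291a-5p had the lowest p, at 157 ± 178 CPM (SD, n = 7) in the VSD group and 25.1 ± 11.8 CPM (SD, n = 7) in the NC group, a log2 fold change of 2.58 (standard error 0.62, edgeR's adjusted p = 0.111). That log2 fold change was 1.88 without VSD replicate 2 and 2.81 without VSD replicate 6. Among the downregulated microRNAs the lowest p was that of miR-149-5p, with a log2 fold change of -0.89 (standard error 0.29), under the study's threshold. Without VSD replicate 2, 5 DE-microRNAs were called, and with no filter on low counts 34, of which 25 were upregulated and 9 downregulated. Of 14 named microRNAs tested, 3 passed when adjusted over the list alone, namely miR-433-3p, miR-494-3p and miR-877, which is not independent evidence, since the study chose them on these samples.

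MiR-206-3p was at 1691 ± 1994 CPM (SD, n = 7) against 799 ± 179 CPM (SD, n = 7), with a log2 fold change of 1.08 (standard error 0.48, edgeR's adjusted p = 0.326), and 4 of 7 VSD samples were above the NC median. Without VSD replicate 4 the log2 fold change was 0.30. Among the other microRNAs named here, some had too few counts to be tested. The counts over the VSD and the NC samples were 31 and 20 for miR-129-5p, 53 and 31 for miR-3580-3p, 3 and 27 for miR-208a-3p, and 2 and 20 for miR-208b-3p.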

#### 3.1.2 Target gene prediction and bioinformatics analysis of differentially expressed microRNAs from different samples

Considering the possible effects of DMO on microRNA expression in the fetus, DE-microRNAs in the myocardium and amniotic fluid of the non-VSD group were excluded from the target gene prediction and bioinformatics analysis, and the unique DE-microRNAs in the VSD group were analyzed.

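The difference between the VSD and the non-VSD group was also tested itself, in a fit of all 3 groups. In myocardium, 25 of 483 microRNAs met the DE-microRNA threshold between the 2 DMO groups, 19 higher and 6 lower in the VSD group. None passed an adjusted p under 0.05, and 56 had an unadjusted p under 0.05. In amniotic fluid, 9 of 273 microRNAs met it, 4 higher and 5 lower. None passed there either, with 29 at an unadjusted p under 0.05. The lowest adjusted p was 0.0573 by edgeR's test, for miR-369-3p with a log2 fold change of -1.54 (standard error 0.38) and miR-196a-5p with 1.72 (standard error 0.42).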

There were 35 unique DE-microRNAs in the myocardium of the VSD group, of which 20 were upregulated and 15 were downregulated. 

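By the same definition, 21 unique DE-microRNAs were found in the VSD myocardium, 9 upregulated and 12 downregulated, and 11 DE-microRNAs were shared with the non-VSD group, all in the same direction. Of the unique ones, 19 were also tested in the non-VSD group, and 18 of these changed there in the same direction without meeting the DE-microRNA threshold. In the direct comparison of both DMO groups, 2 of the 21, miR-7b and miR-3473, had an unadjusted p under 0.05, and 0 passed an adjusted p under 0.05. MiR-3473 is named after its values were seen. Over the 452 microRNAs tested in both groups, the log2 fold changes of the VSD and the non-VSD myocardium had a Spearman correlation of 0.48. Since both are set against the same NC samples, unchanged groups also correlate, with a median of 0.47 over 100 simulated draws and 0.52 over 100 regroupings of the samples. Without NC replicate 2, the number of unique DE-microRNAs was 63, and with scaling by library size only it was 37, of which 29 were upregulated.

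**Figure D1:**
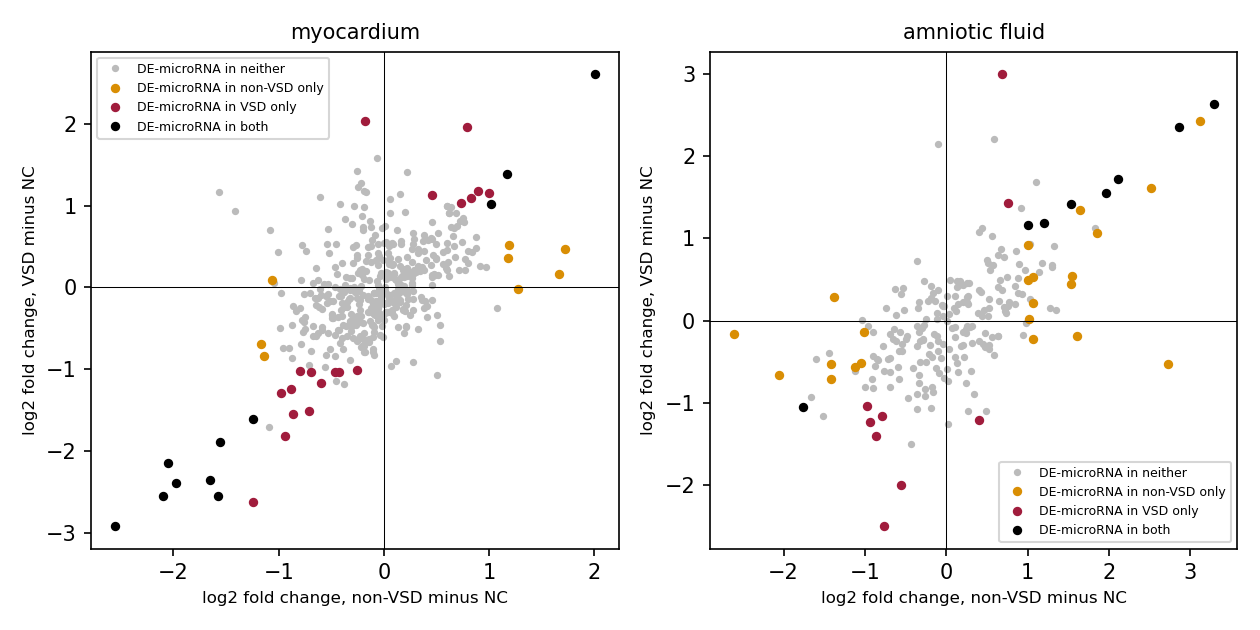
Log2 fold change of each microRNA in the VSD group (vertical axis) against that in the non-VSD group (horizontal axis), both relative to the same 7 NC samples, in myocardium and in amniotic fluid. Points are microRNAs tested in both groups, coloured by the group in which they are DE-microRNAs, and of the 19 unique ones in the myocardium panel 18 have the same sign on both axes.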

A total of 10,429 target genes of these DE-microRNAs were identified by miRWalk3.0, of which 207 related to VSD were recorded in disease-related databases (including OMIM, KEGG Disease database and GWAS Catalog database). Twenty unique DE-microRNAs of the VSD group were discovered in amniotic fluid, 10 of which were upregulated and 10 of which were downregulated. 

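In amniotic fluid, 9 DE-microRNAs of the VSD group were not DE-microRNAs of the non-VSD group, 2 upregulated (miR-122-5p and miR-1b) and 7 downregulated. The non-VSD samples changed in the same direction for 8 of the 9, and the exception was miR-369-3p. An unadjusted p under 0.05 between the DMO groups was found for 2, miR-122-5p and miR-369-3p. The number adjusted over all microRNAs was 0. The log2 fold changes of both groups had a Spearman correlation of 0.63 over 236 microRNAs, against a median of 0.48 in simulated unchanged groups that share NC samples and 0.48 in regrouped samples. Without the filter on low counts, there were 46 unique DE-microRNAs.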

A total of 9,352 target genes were predicted, of which 179 were related to VSD. Maternal serum-derived DE-microRNAs predicted a total of 11,317 target genes, of which 231 were related to VSD.

GO analysis of the abovementioned VSD-related target genes showed that the target genes of different samples were significantly enriched in biological process (BP), such as heart development, cardiac chamber development, cardiac chamber morphogenesis, and circulatory system development. Cellular component (CC) analysis showed that they are mainly located in the membrane-bounded organelle, nucleoplasm and nucleus and perform molecular function (MF), such as chromatin binding, transcription factor binding and protein binding. KEGG analysis indicated that in addition to participating in cancer-related pathways, the abovementioned genes were also enriched in pathways that regulate pluripotency of stem cells, Ras related to heart disease, and MAPK related to cardiomyocyte proliferation (Supplementary Figure S1).

#### 3.1.3 Construction and analysis of protein–protein interaction network

The PPI network of the protein expression of target genes was constructed. Combining the 7 algorithms of cytoHubba (including MCC, DMNC, MNC, Degree, EPC, Closeness and Radiality), the top 20 hub genes in the PPI network were screened out, and the intersection was assessed. 

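Of miR-3580-3p, miR-497-3p and miR-96-5p, only the last had enough counts in the myocardium to be tested. It was at 155 ± 141 CPM (SD, n = 7) in the VSD group and 39.9 ± 39.3 CPM (SD, n = 7) in the NC group. The log2 fold change was 1.95 (standard error 0.71, edgeR's adjusted p = 0.147), with 6 of 7 VSD samples above the NC median (exact permutation test, two-sided, p = 0.0653). With the epithelial score as a covariate, chosen after the data had been seen, it was 0.54. The score differs between the groups, so it can also take up a real effect. MiR-497-3p and miR-3580-3p had highest counts of 4 and 7 in any myocardium sample of the VSD and NC groups, so their fold changes rest on few reads.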

The hub genes in the myocardium are *Kras*, *Map2k1*, *Fgfr1*, *Ptpn11* and *Igf1r*, and the corresponding myocardium-derived DE-microRNAs are miR-3580-3p, miR-497-3p and miR-96-5p, etc. The hub genes in amniotic fluid are *Map2k1*, *Abl1*, *Cxcr4* and *Tek*, corresponding to the amniotic fluid-derived DE-microRNAs are miR-199a-5p and miR-184, etc. 

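In amniotic fluid, miR-199a-5p was at 172 ± 93.9 CPM (SD, n = 7) in the VSD group and 412 ± 303 CPM (SD, n = 7) in the NC group, a log2 fold change of -1.26 (standard error 0.77, edgeR's adjusted p = 0.479). The total was 196 counts over the VSD samples and 519 over the NC samples. MiR-184 had 410 and 144 counts and a log2 fold change of 1.68 (standard error 0.93, edgeR's adjusted p = 0.424). All 7 VSD samples were above the NC median of miR-184 (exact permutation test, two-sided, p = 0.0466), and 238 of its counts came from VSD replicate 4. Neither met the DE-microRNA threshold in edgeR's test.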

The hub genes in maternal serum are *Ptpn11*, *Fgfr1*, *Igf1r* and *Map2k1*, and the corresponding maternal serum-derived DE-microRNAs are miR-3580-3p and miR-494-3p, etc. 

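In maternal serum, miR-494-3p was at 156 ± 122 CPM (SD, n = 7) in the VSD group and 61.6 ± 33.9 CPM (SD, n = 7) in the NC group. The log2 fold change was 1.33 (standard error 0.45, edgeR's adjusted p = 0.176), and 5 of 7 VSD samples were above the NC median (exact permutation test, two-sided, p = 0.0600). The counts behind it were 303 over the VSD samples and 186 over the NC samples. With each sample left out in turn, the log2 fold change stayed between 0.98 and 1.52.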

(Supplementary Table S7; Table 2).

**TABLE 2:** DE-microRNAs related to hub genes.

	Related DE-microRNAs
Myocardium	miR-142-3p, miR-1839-5p, miR-185-5p, miR-301a-3p, miR-3064-5p, miR-325-5p, miR-3473, miR-3580-3p, miR-363-5p, miR-384-5p, miR-497-3p, miR-741-3p, miR-874-5p, miR-96-5p
Amniotic fluid	miR-122-5p, miR-134-3p, miR-184, miR-1843b-5p, miR-199a-5p, miR-299a-5p, miR-665
Serum	miR-3580-3p, miR-370-3p, miR-433-3p, miR-494-3p, miR-6216, miR-665, miR-873-3p, miR-877

Hub genes were synthesized in three kinds of samples to construct a PPI network, elucidating the relationship and interaction among these proteins (Figure 3).

**FIGURE 3:**
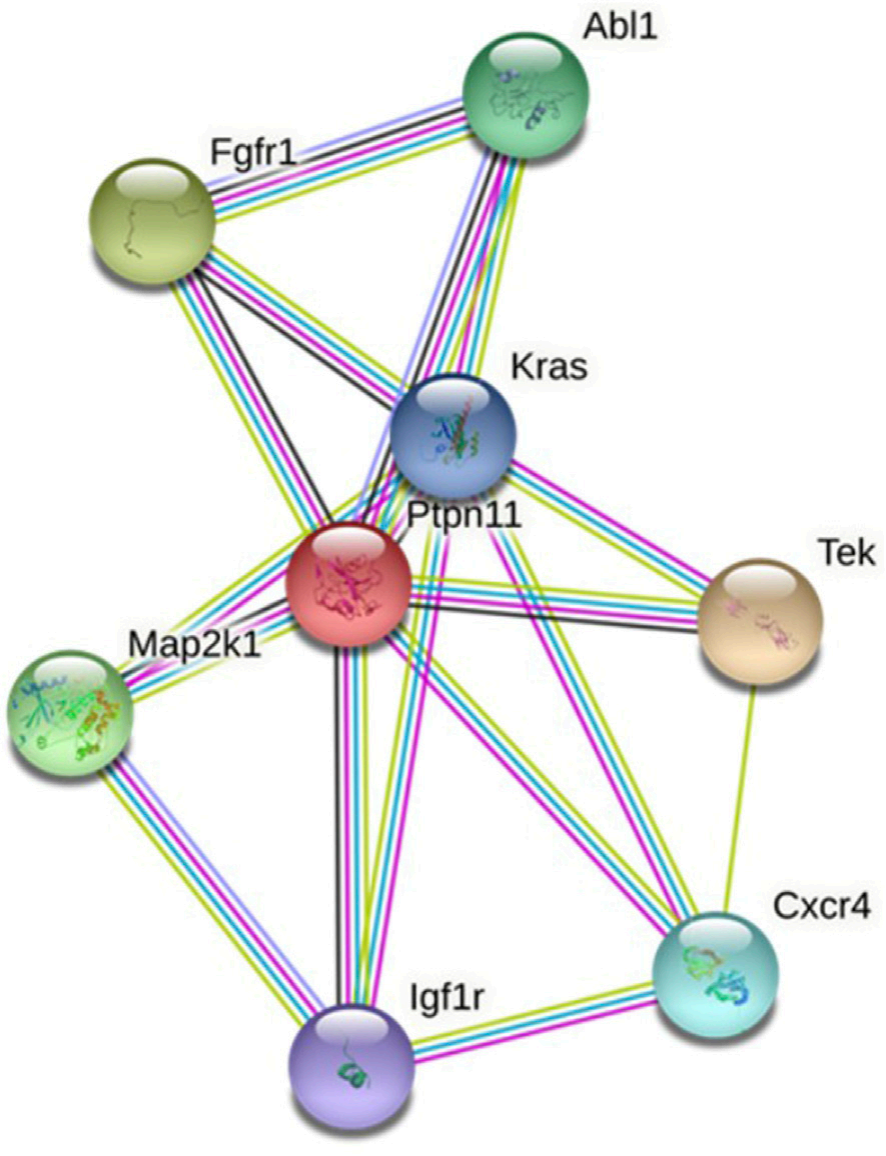
PPI network of proteins coded by key target genes.

#### 3.1.4 Quantitative real-time polymerase chain reaction confirmed the expression of differentially expressed microRNAs

The expression of DE-microRNAs, which were differentially expressed in both the myocardium and circulation, or were associated with VSD according to previous studies, or related to hub genes, were verified in myocardium, amniotic fluid and maternal serum (Figure 4). Each group consisted of nine samples. MiR-1-3p, miR-1b, and miR-293-5p are DE-microRNAs differentially expressed in both the myocardium and amniotic fluid/maternal serum. Among them, miR-1-3p and miR-1b are downregulated in the myocardium but upregulated in the amniotic fluid. The expression of miR-293-5p is downregulated in myocardium but upregulated in maternal serum. MiR-3580-3p has a similar expression trend as miR-293-5p in the myocardium and serum, and the difference was not significant. In addition, miR-206-3p was significantly overexpressed in amniotic fluid and maternal serum. MiR-185-5p and miR-96-5p were differentially expressed in myocardium. MiR-15b-5p and miR-184 were differentially expressed in amniotic fluid. MiR-208b-3p, miR-877 and miR-433-3p were differentially expressed in maternal serum. MiR-142-3p, miR-122-5p and miR-134-3p showed differential expression in both VSD group and non-VSD group.

**FIGURE 4:**
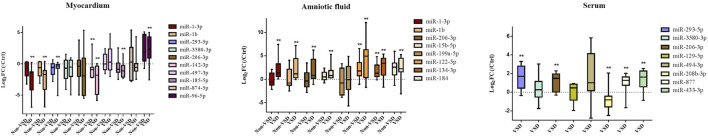
qRT–PCR verified the expression of DE-microRNAs. (Compared with NC group: *p < 0.05, **p < 0.01. *n* = 9)

### 3.2 Expression of amniotic fluid-derived differentially expressed microRNAs in clinical samples

Amniotic fluid-derived DE-microRNAs that were verified by quantitative real-time polymerase chain reaction (qRT–PCR) were selected. BLAST (v2.8.1) was used to identify homologous human miRNAs and confirm conservation (Supplementary Table S8).

Seven human fetuses were diagnosed with perimembranous VSD or muscular VSD by prenatal ultrasound examination, and the diagnosis was confirmed by follow-up after birth. The size of defect ranged from 1.2 to 4.8 mm. It was confirmed in clinical amniotic fluid samples that miR-1-3p, miR-206 and miR-184 were also overexpressed in clinical amniotic fluid samples (Figure 5).

**FIGURE 5:**
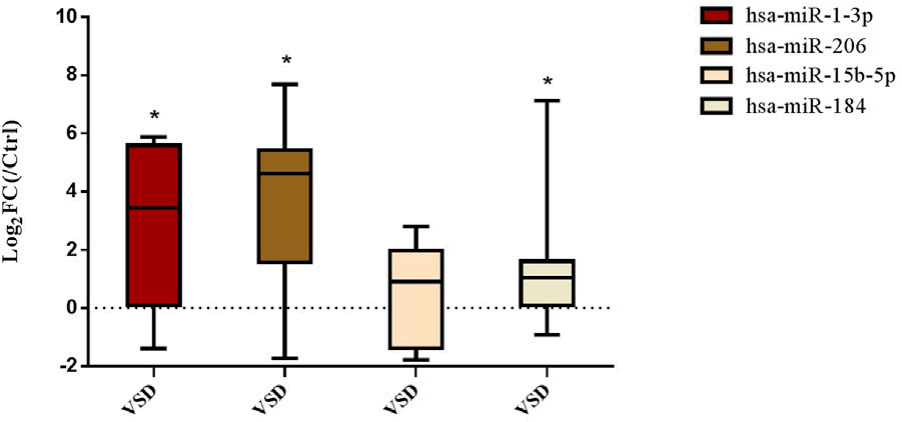
Expression of amniotic fluid-derived DE-microRNAs in clinical samples. (Compared with NC group: *p < 0.05. *n* = 7)

### 3.3 *SLC8A1* is the target gene of miR-1-3p

MiR-1-3p, which is differentially expressed in both the myocardium and amniotic fluid, was selected for target gene prediction. Solute carrier family 8 member A1 (*SLC8A1*, also known as sodium-calcium exchanger, *NCX1*) may be the target gene of miR-1-3p. The 3′-UTR of *SLC8A1* was cloned and inserted into the pSI-Check2 vector to construct a recombinant plasmid. The dual luciferase reporter system was used to detect the relative luciferase activity. It was demonstrated that miR-1-3p can significantly reduce the luciferase activity of the plasmid containing the wild-type *SLC8A1* 3′UTR but has no significant effect on the plasmid containing the mutant *SLC8A1* 3′UTR, indicating that miR-1-3p can inhibit luciferase activity by binding to the 3′UTR of *SLC8A1*. Consequently, *SLC8A1* is the direct target of miR-1-3p (Figure 6).

**FIGURE 6:**
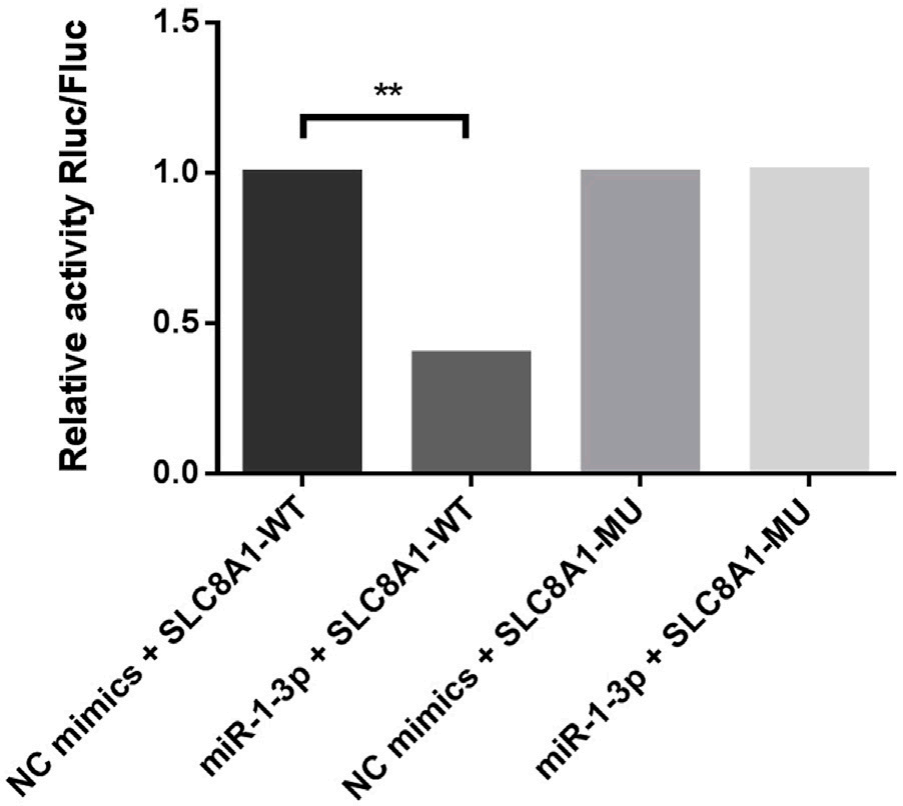
Dual luciferase reporter assay verifies that SLC8A1 is the direct target of miR-1-3p. (MiR-1-3p significantly reduced the luciferase activity of plasmids containing the WT SLC8A1 3′UTR. Fluc, firefly luciferase activity; Rluc, Renilla luciferase activity; WT, wild type; MU, mutant. **p < 0.01)

## 4 Discussion

In this study, we detected and analyzed the expression profiles of miRNAs in the myocardium, amniotic fluid and maternal serum of VSD fetal rats and found that miR-1-3p, miR-1b and miR-293-5p were differentially expressed in amniotic fluid/maternal serum and the myocardium. The expression of amniotic fluid-derived DE-microRNAs (miR-1-3p, miR-206 and miR-184) was confirmed in clinical samples. Then, it was predicted and verified that one of the target genes of miR-1-3p is *SLC8A1/NCX1*, which is related to cardiomyocyte apoptosis, indicating that circulating miRNAs involved in the regulation of VSD may be derived from the myocardium, providing a theoretical basis for the use of circulating miRNAs to assist in the diagnosis of VSD.

MiRNAs participate in heart development, and their dysregulation may be related to CHD (Bruneau, 2008). The absence of the miRNA processing enzyme Dicer can lead to abnormal formation of the heart outflow tract and chambers in mammals, so miRNA is essential for heart development (Saxena and Tabin, 2010). Previous studies have revealed that a variety of miRNAs are involved in processes such as heart development and cardiomyocyte proliferation and differentiation, which are closely related to CHDs, including VSD (Wang et al., 2016; Toni et al., 2020; Zhuang et al., 2020).

MiR-1 is a myocardial and skeletal muscle-specific miRNA (Townley-Tilson et al., 2010). Li et al. (2013) analyzed the expression of miR-1-1 in the human heart and found that the overexpression of *GJA1* and *SOX9* was correlated with the decrease in miR-1-1 in VSD, indicating that miR-1-1 regulates the above target genes related to the pathogenesis of VSD. In patients with tetralogy of Fallot (TOF), miR-1 and miR-133 are significantly downregulated, which is predicted to affect the development and function of the heart by regulating genes such as *KCNJ2*, *FBN2*, *SLC38A3* and *TNNI1* (Grunert et al., 2019). Therefore, the downregulation of miR-1 expression is closely associated with heart development. In contrast, it was reported that the overexpression of miR-1 and miR-133 effectively promotes the reprogramming of fibroblasts to cardiomyocytes, reduces apoptosis and increases the viability of P19 cells differentiated into cardiomyocytes (Liu et al., 2017; Riching et al., 2021). In a study on circulating miRNA, Stoica et al. (2020) detected plasma miR-1 in children with CHDs who underwent surgery and found that high expression of plasma miR-1 was associated with longer intensive care time, more serious cardiovascular events and an increasing ventilation index. Hence, miR-1 can be an indicator to evaluate the prognosis of children after surgery.

Our results supported the above reports. 

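In amniotic fluid, miR-1-3p had 1456 counts over the VSD samples and 332 over the NC samples, with 1133 of the former in VSD replicate 4. Its log2 fold change was 2.20 (standard error 1.23, edgeR's adjusted p = 0.424), 0.33 without that sample and 3.54 without NC replicate 5. The change in myocardium and the change in amniotic fluid were also compared directly, by permuting the group labels within each tissue. For miR-1-3p the changes in mean log2 CPM differed by -2.76 (permutation test, two-sided, p = 0.0895). The difference for miR-1b was -1.78 (permutation test, p = 0.0428), or p = 0.175 after Benjamini-Hochberg adjustment over the 34 such tests run. MiR-206-3p, whose sequence is close to those of miR-1-3p and miR-1b, was the most abundant of the family in amniotic fluid, at 72453 ± 109130 CPM (SD, n = 7) in the VSD group and 16353 ± 22239 CPM (SD, n = 7) in the NC group. Its log2 fold change there was 2.15 (standard error 1.28, edgeR's adjusted p = 0.479), 1.19 without VSD replicate 4 and 2.94 without NC replicate 5. The level of miR-1-3p was a median of 1.84% of that of miR-206-3p over the 21 amniotic fluid samples, so reads assigned to the wrong member of the family would affect miR-1-3p most.

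**Figure D2:**
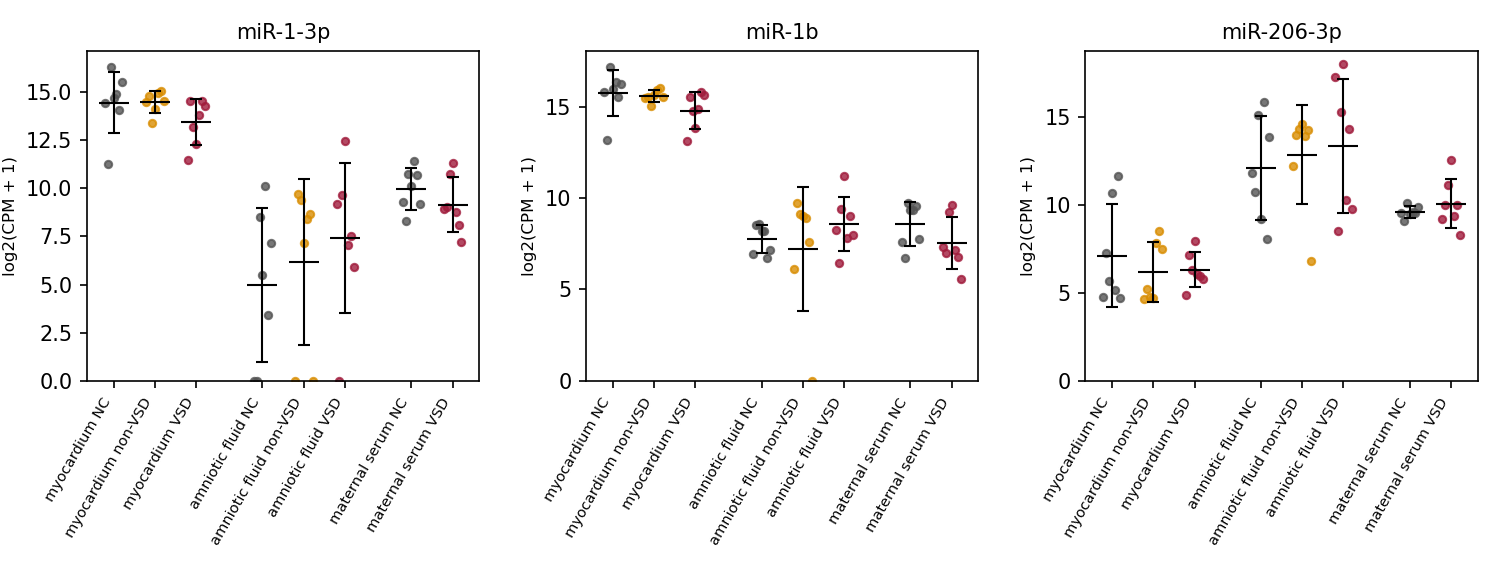
Level of miR-1-3p, miR-1b and miR-206-3p in each sample, as log2(CPM + 1) on the vertical axis, by tissue and group. Each point is 1 sample, and the bars give the mean and the SD of each group. Amniotic fluid samples spread most widely, with miR-1-3p at 0 counts in some samples of each group.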

In the myocardium of VSD fetal rats, the expression of miR-1-3p and miR-1b, both of which belong to the mir-1 family, was significantly downregulated but was upregulated in the amniotic fluid of rats and humans. This finding of circulating miR-1 is similar to the findings of the study of Stoica et al. (2020). Furthermore, a dual luciferase reporter system was used to verify that miR-1-3p participates in the regulation of VSD by directly targeting *SLC8A1/NCX1*. *SLC8A1/NCX1* is highly expressed in the myocardium and is responsible for expelling Ca^2+^ from cardiomyocytes during diastole, which is the main mechanism by which cardiomyocytes return to a resting state after excitation (Wakimoto et al., 2000; Fagerberg et al., 2014). Studies have shown that *SLC8A1/NCX1* deficiency results in death and cardiomyocyte apoptosis in mice in the middle embryonic stage, suggesting that *SLC8A1/NCX1* is essential for fetuses and embryonic cardiomyocyte survival (Wakimoto et al., 2000). In addition, *SLC8A1/NCX1* can induce a variety of heart defects, such as VSD and arrhythmia (Raveau et al., 2012). It was reported that *SLC8A1/NCX1* elevated in ductus arteriosus (DA)-dependent CHDs, and play a role in preventing DA functional closure and delaying the anatomical closure process (Li et al., 2017). Previous studies showed that overexpression of *SLC8A1/NCX1* was associated with myocardial hypertrophy (Tyser et al., 2016; Ottolia et al., 2021). Roos et al. (2007) indicated that increased expression of the *SLC8A1/NCX1* directly led to heart hypertrophy, and the magnitude of the hypertrophy and pathology increased with increasing *SLC8A1/NCX1* expression. It is almost always accompanied by loss of myocytes (apoptosis and/or necrosis) in hypertrophy progresses (Roos et al., 2007). He et al. (2015) also proved that *SLC8A1/NCX1* in mouse with myocardial hypertrophy is increased and positively correlated with the cardiomyocyte apoptosis. Therefore, the overexpression of *SLC8A1/NCX1* could lead to hypertrophy, apoptosis and/or necrosis. Our study further confirmed that miR-1-3p directly targets *SLC8A1/NCX1* in the myocardium and participates in the regulation of cardiac electrophysiological activities and cardiomyocyte apoptosis, which is closely related to the pathogenesis of VSD.

This study also verified the upregulation of miR-293-5p, miR-15b-5p, miR-206, miR-184, miR-877 and miR-433-3p and the downregulation of miR-208b-3p in circulation. The miRNAs mentioned above have been shown to regulate the pluripotency of stem cells, the differentiation and apoptosis of cardiomyocytes and other processes related to the occurrence of heart diseases. MiR-293-5p was differentially expressed in both the myocardium and maternal serum. 

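MiR-293-5p had 444 counts over the VSD samples and 598 over the NC samples of the myocardium. Its level there was 7.37 ± 6.28 CPM (SD, n = 7) and 16.5 ± 10.6 CPM (SD, n = 7), and 5 of 7 VSD samples were below the NC median (exact permutation test, two-sided, p = 0.124). In maternal serum it had 117 counts over the VSD samples and 61 over the NC samples, with at most 44 in any sample, and did not pass the filter on low counts. In amniotic fluid its log2 fold change was 0.22 (standard error 0.72, edgeR's adjusted p = 0.885), while its mean log2 CPM was higher by 1.08. The change in mean log2 CPM differed between myocardium and amniotic fluid by -2.23 (permutation test, two-sided, p = 0.0416), or p = 0.175 after Benjamini-Hochberg adjustment over 34 tests.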

MiR-293-5p is a member of the miR-290–295 cluster that is most abundantly expressed in rat pluripotent stem cells and is involved in the regulation of pluripotency and reprogramming in rats (Sherstyuk et al., 2017). MiR-15b may be upregulated due to apoptosis induced by cardiac ischaemia/reperfusion injury (Liu et al., 2012; Liu et al., 2014). Zhao et al. (2019) found that miR-15b can directly target the 3′-UTR of *SETD3* to inhibit its expression and myoblast differentiation, while downregulation of miR-15b can promote myoblast differentiation. MiR-208b is mainly expressed in the embryonic heart and skeletal muscle. The expression of miR-208b decreases during embryonic development to adulthood, while an increase in the adult heart may be related to pathological remodelling of the heart in dilated cardiomyopathy (Zhou et al., 2017). MiR-208b-3p participated in miR-208b-3p/Med13/Wnt/β-catenin signaling pathway axis and against hypoxia/reoxygenation injury. MiR-206 is significantly decreased in the peripheral blood of TOF patients after surgery (Abu-Halima et al., 2017). MiR-184 was increased in cardiomyocytes suffering from oxidative stress, and inhibition of miR-184 could inhibit cardiomyocyte apoptosis (Zou et al., 2020a). MiR-877 were differentially expressed in the right ventricle of pulmonary arterial hypertension rats (Joshi et al., 2016). MiR-433-3p upregulated in patients with critical coronary stenosis (Infante et al., 2019). Accordingly, our study indicated that DE-microRNAs (miR-293-5p, miR-15b-5p, miR-206, miR-208b-3p, etc.) in the circulation of amniotic fluid and maternal serum are related to VSD, which is helpful for the prenatal diagnosis of fetal VSD.

Scholars have proposed that circulating miRNAs can be packaged in microvesicles, exosomes, and apoptotic bodies or combined with RNA-binding proteins or lipoprotein complexes to maintain stability and prevent degradation (Creemers et al., 2012; Tsatsaronis et al., 2018; Mori et al., 2019). Previous studies of arrhythmogenic cardiomyopathy, acute myocardial infarction, liver injury, tumours and other diseases have found that miRNAs are underexpressed in tissue but overexpressed in circulation, indicating that circulating DE-microRNAs may originate from damaged tissues or apoptotic cells (Bueno Marinas et al., 2020; Zou et al., 2020b). Apoptosis play an important role in the pathogenesis of VSD. The increase of apoptosis would result in cardiac defects, including VSD (Chen et al., 2009). Studies revealed that increased apoptosis observed in interventricular septum or outflow tract cushions was likely contributing to VSD (Gaussin et al., 2002; Liang et al., 2007). It was reported that apoptotic cells were increased in VSD models. Kumar et al. (2007) found that the apoptotic cells were significantly increased in the ventricular myocardium of the streptozotocin-induced diabetic mice embryos. The increased apoptosis was also confirmed in several genetically mutated models of VSDs (Chen et al., 2009; Huang et al., 2012; Liu et al., 2018). In this study, miR-1-3p, miR-1b and miR-293-5p all showed similar low expression in the myocardium of VSD fetal mice and high expression in amniotic fluid and maternal serum, which supports this hypothesis and indicates that the miRNAs mentioned above may be actively or passively released into the circulation by cardiomyocytes, suggesting myocardial injury or apoptosis. Therefore, the overexpression of miRNAs such as miR-1-3p, miR-1b and miR-293-5p in the circulation is a direct and powerful clue related to fetal VSD.

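Of the 20 DE-microRNAs lower in the VSD myocardium, 12 were tested in each fluid. Those that were also DE-microRNAs upregulated in a fluid numbered 6, namely miR-142-3p, miR-144-3p, miR-185-5p, miR-1b and miR-486 in amniotic fluid and miR-206-3p in maternal serum. MiR-144-3p and miR-486 are microRNAs of red blood cells, and miR-142-3p is one of white blood cells. In amniotic fluid of the non-VSD group, miR-142-3p, miR-144-3p, miR-185-5p and miR-486 were upregulated DE-microRNAs too. MiR-486 and miR-206-3p were also downregulated DE-microRNAs of the non-VSD myocardium. Of those in amniotic fluid, only miR-1b was a DE-microRNA of the non-VSD group in neither tissue. With limma on log2(CPM + 1), the number of microRNAs lower in myocardium and higher in a fluid was 0. In maternal serum, miR-1-3p changed by -0.52 on the log2 scale (standard error 0.55, edgeR's adjusted p = 0.708) and miR-1b by -0.81 (standard error 0.56, edgeR's adjusted p = 0.543). In 5 of 7 and 6 of 7 VSD serum samples, respectively, these were below the NC median. The change of miR-1-3p in serum was -0.20 without NC replicate 5 and -1.04 without VSD replicate 4. That of miR-1b was -0.65 without NC replicate 6 and -1.28 without VSD replicate 4. Across microRNAs, which are not independent replicates, the log2 fold changes in the VSD myocardium and in amniotic fluid had a Spearman correlation of -0.25, and those in myocardium and maternal serum one of 0.08. From low expression in the myocardium and high expression in the fluids, the paper reasons that cardiomyocytes may actively or passively release these microRNAs.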

This study has certain limitations. Some miRNAs considered to be related to VSD in previous studies (such as miR-133, miR-181c, etc.) were not greatly differentially expressed in this study. 

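In the VSD myocardium, miR-133a-3p was at 6352 ± 4699 CPM (SD, n = 7), against 8590 ± 4337 CPM (SD, n = 7) in the NC group. Its log2 fold change was -0.44 (standard error 0.53, edgeR's adjusted p = 0.664). MiR-133a-5p changed by -0.30 (standard error 0.49) and miR-133b-3p by -0.62 (standard error 0.49). With scaling by library size only, miR-133a-5p changed by 0.12 instead. Leaving out VSD replicate 7 gave -0.78 for miR-133a-3p, -0.59 for miR-133a-5p and -1.09 for miR-133b-3p. Leaving out VSD replicate 4 gave -0.26, -0.12 and -0.47 in the same order. MiR-181c-5p rose by 0.50 on the log2 scale (standard error 0.22, edgeR's adjusted p = 0.211), with 7 of 7 VSD samples above the NC median (exact permutation test, two-sided, p = 0.0181). Its unadjusted p was no longer under 0.05 in 11 of the 14 fits with 1 sample left out, and the log2 fold change was 0.32 without NC replicate 4. MiR-181c-3p changed by -0.09 (standard error 0.23), and by 0.30 with scaling by library size only.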

The diversity may be because the samples in this study were derived from fetal mice and related body fluids, while some of the previous studies selected different samples, such as VSD patients after birth and cells cultured *in vitro*, or different pretreatment methods, such as whole blood and exosomes of amniotic fluid/serum. This study verified that one of the target genes of miR-1-3p is *SLC8A1/NCX1* by the dual luciferase reporter system. The expression and regulatory pathways of miR-1-3p and *SLC8A1/NCX1* in VSD fetus remains to be further explored.

## 5 Conclusion

Our study comprehensively analyzed the expression profile of miRNAs in the myocardium, amniotic fluid and maternal serum and found that miR-1-3p, miR-1b and miR-293-5p were differentially expressed in both the myocardium and circulation and may be released by necrotic or apoptotic cardiomyocytes and thus appear to be downregulated in the myocardium and upregulated in the circulation. MiR-1-3p targeting *SLC8A1* participates in the regulation of VSD, and the same expression was confirmed in human amniotic fluid, which indicates that miRNA has great potential to become a biomarker for the prenatal diagnosis of VSD. This finding provided a foundation and broadened the horizon of the use of circulating miRNAs to assist in the prenatal diagnosis of VSD. The value in clinical application is expected to be verified in long-term follow-up of new cohorts in the future.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO - GSE194240.

## References

[B1] Abu-HalimaM.MeeseE.KellerA.Abdul-KhaliqH.Rädle-HurstT. (2017). Analysis of circulating microRNAs in patients with repaired Tetralogy of Fallot with and without heart failure. J. Transl. Med. 15, 156. 10.1186/s12967-017-1255-z 28693530PMC5504636

[B2] BruneauB. G. (2008). The developmental genetics of congenital heart disease. Nature 451, 943–948. 10.1038/nature06801 18288184

[B3] Bueno MarinasM.CeleghinR.CasonM.BarianiR.FrigoA. C.JagerJ. (2020). A microRNA expression profile as non-invasive biomarker in a large arrhythmogenic cardiomyopathy cohort. Int. J. Mol. Sci. 21, E1536. 10.3390/ijms21041536 32102357PMC7073183

[B4] ChenQ.ChenH.ZhengD.KuangC.FangH.ZouB. (2009). Smad7 is required for the development and function of the heart. J. Biol. Chem. 284, 292–300. 10.1074/jbc.M807233200 18952608PMC2610499

[B5] CoxK.Algaze-YojayC.PunnR.SilvermanN. (2020). The natural and unnatural history of ventricular septal defects presenting in infancy: An echocardiography-based review. J. Am. Soc. Echocardiogr. 33, 763–770. 10.1016/j.echo.2020.01.013 32249125

[B6] CreemersE. E.TijsenA. J.PintoY. M. (2012). Circulating microRNAs: Novel biomarkers and extracellular communicators in cardiovascular disease? Circ. Res. 110, 483–495. 10.1161/CIRCRESAHA.111.247452 22302755

[B7] FagerbergL.HallströmB. M.OksvoldP.KampfC.DjureinovicD.OdebergJ. (2014). Analysis of the human tissue-specific expression by genome-wide integration of transcriptomics and antibody-based proteomics. Mol. Cell. Proteomics 13, 397–406. 10.1074/mcp.M113.035600 24309898PMC3916642

[B8] GaussinV.Van de PutteT.MishinaY.HanksM. C.ZwijsenA.HuylebroeckD. (2002). Endocardial cushion and myocardial defects after cardiac myocyte-specific conditional deletion of the bone morphogenetic protein receptor ALK3. Proc. Natl. Acad. Sci. U. S. A. 99, 2878–2883. 10.1073/pnas.042390499 11854453PMC122441

[B9] GrunertM.AppeltS.DunkelI.BergerF.SperlingS. R. (2019). Altered microRNA and target gene expression related to Tetralogy of Fallot. Sci. Rep. 9, 19063. 10.1038/s41598-019-55570-4 31836860PMC6911057

[B10] GrunertM.DornC.CuiH.DunkelI.SchulzK.SchoenhalsS. (2016). Comparative DNA methylation and gene expression analysis identifies novel genes for structural congenital heart diseases. Cardiovasc. Res. 112, 464–477. 10.1093/cvr/cvw195 27496870

[B11] HeJ.CaiY.LuoL. M.WangR. (2015). Expression of Wnt and NCX1 and its correlation with cardiomyocyte apoptosis in mouse with myocardial hypertrophy. Asian pac. J. Trop. Med. 8, 930–936. 10.1016/j.apjtm.2015.10.002 26614993

[B12] HuangX.HuangF.YangD.DongF.ShiX.WangH. (2012). Expression of microRNA-122 contributes to apoptosis in H9C2 myocytes. J. Cell. Mol. Med. 16, 2637–2646. 10.1111/j.1582-4934.2012.01577.x 22453009PMC4118232

[B13] HuiL.SlonimD. K.WickH. C.JohnsonK. L.BianchiD. W. (2012). The amniotic fluid transcriptome: A source of novel information about human fetal development. Obstet. Gynecol. 119, 111–118. 10.1097/AOG.0b013e31823d4150 22183218PMC3273331

[B14] InfanteT.ForteE.PunzoB.CademartiriF.CavaliereC.SoricelliA. (2019). Correlation of circulating miR-765, miR-93-5p, and miR-433-3p to obstructive coronary heart disease evaluated by cardiac computed tomography. Am. J. Cardiol. 124, 176–182. 10.1016/j.amjcard.2019.04.016 31084998

[B15] IslasJ. F.Moreno-CuevasJ. E. (2018). A MicroRNA perspective on cardiovascular development and diseases: An update. Int. J. Mol. Sci. 19, 2075. 10.3390/ijms19072075 PMC607375330018214

[B16] JinY.AiL.ChaiX.TangP.ZhangW.YangL. (2021). Maternal circulating exosomal miRNAs as non-invasive biomarkers for the prediction of fetal ventricular septal defect. Front. Genet. 12, 717208. 10.3389/fgene.2021.717208 34567071PMC8458870

[B17] JoshiS. R.DhagiaV.GairheS.EdwardsJ. G.McMurtryI. F.GupteS. A. (2016). MicroRNA-140 is elevated and mitofusin-1 is downregulated in the right ventricle of the Sugen5416/hypoxia/normoxia model of pulmonary arterial hypertension. Am. J. Physiol. Heart Circ. Physiol. 311, H689–H698. 10.1152/ajpheart.00264.2016 27422986PMC7199238

[B18] KumarS. D.DheenS. T.TayS. S. (2007). Maternal diabetes induces congenital heart defects in mice by altering the expression of genes involved in cardiovascular development. Cardiovasc. Diabetol. 6, 34. 10.1186/1475-2840-6-34 17967198PMC2176054

[B19] LiJ.CaoY.MaX. J.WangH. J.ZhangJ.LuoX. (2013). Roles of miR-1-1 and miR-181c in ventricular septal defects. Int. J. Cardiol. 168, 1441–1446. 10.1016/j.ijcard.2012.12.048 23352489

[B20] LiM.JiangC.YeL.WangS.ZhangH.LiuJ. (2017). The role of Na+/Ca2+ exchanger 1 in maintaining ductus arteriosus patency. Sci. Rep. 7, 9826. 10.1038/s41598-017-10377-z 28852106PMC5575298

[B21] LiangX.SunY.SchneiderJ.DingJ. H.ChengH.YeM. (2007). Pinch1 is required for normal development of cranial and cardiac neural crest-derived structures. Circ. Res. 100, 527–535. 10.1161/01.RES.0000259041.37059.8c 17272814PMC5837278

[B22] LiuF.LiuX.XuZ.YuanP.ZhouQ.JinJ. (2018). Molecular mechanisms of Ellis-van Creveld gene variations in ventricular septal defect. Mol. Med. Rep. 17 (1), 1527–1536. 10.3892/mmr.2017.8088 29257216PMC5780092

[B23] LiuL. F.LiangZ.LvZ. R.LiuX. H.BaiJ.ChenJ. (2012). MicroRNA-15a/b are up-regulated in response to myocardial ischemia/reperfusion injury. J. Geriatr. Cardiol. 9, 28–32. 10.3724/SP.J.1263.2012.00028 22783320PMC3390100

[B24] LiuL.YuanY.HeX.XiaX.MoX. (2017). MicroRNA-1 upregulation promotes myocardiocyte proliferation and suppresses apoptosis during heart development. Mol. Med. Rep. 15, 2837–2842. 10.3892/mmr.2017.6282 28260051

[B25] LiuL.ZhangG.LiangZ.LiuX.LiT.FanJ. (2014). MicroRNA-15b enhances hypoxia/reoxygenation-induced apoptosis of cardiomyocytes via a mitochondrial apoptotic pathway. Apoptosis 19, 19–29. 10.1007/s10495-013-0899-2 24043355

[B26] MengX.ZhangP.ZhangL. (2020). Fetal hypoxia impacts on proliferation and differentiation of sca-1(+) cardiac progenitor cells and maturation of cardiomyocytes: A role of MicroRNA-210. Genes 11, 328. 10.3390/genes11030328 PMC714079032244901

[B27] MoriM. A.LudwigR. G.Garcia-MartinR.BrandãoB. B.KahnC. R. (2019). Extracellular miRNAs: From biomarkers to mediators of physiology and disease. Cell Metab. 30, 656–673. 10.1016/j.cmet.2019.07.011 31447320PMC6774861

[B28] OttoliaM.JohnS.HazanA.GoldhaberJ. I. (2021). The cardiac Na(+) -Ca(2+) exchanger: From structure to function. Compr. Physiol. 12, 2681–2717. 10.1002/cphy.c200031 34964124PMC8773166

[B29] PanniS.LoveringR. C.PorrasP.OrchardS. (2020). Non-coding RNA regulatory networks. Biochim. Biophys. Acta. Gene Regul. Mech. 1863, 194417. 10.1016/j.bbagrm.2019.194417 31493559

[B30] PulignaniS.AndreassiM. G. (2019). MicroRNAs and congenital heart disease: Where are we now? Rev. Esp. Cardiol. 72, 7–9. 10.1016/j.rec.2018.06.030 30056121

[B31] RaveauM.LignonJ. M.NalessoV.DuchonA.GronerY.SharpA. J. (2012). The App-Runx1 region is critical for birth defects and electrocardiographic dysfunctions observed in a Down syndrome mouse model. PLoS Genet. 8, e1002724. 10.1371/journal.pgen.1002724 22693452PMC3364940

[B32] RichingA. S.DanisE.ZhaoY.CaoY.ChiC.BagchiR. A. (2021). Suppression of canonical TGF-β signaling enables GATA4 to interact with H3K27me3 demethylase JMJD3 to promote cardiomyogenesis. J. Mol. Cell. Cardiol. 153, 44–59. 10.1016/j.yjmcc.2020.12.005 33359755PMC8809092

[B33] RoosK. P.JordanM. C.FishbeinM. C.RitterM. R.FriedlanderM.ChangH. C. (2007). Hypertrophy and heart failure in mice overexpressing the cardiac sodium-calcium exchanger. J. Card. Fail. 13, 318–329. 10.1016/j.cardfail.2007.01.004 17517353PMC2017112

[B34] SabourD.MachadoR. S. R.PintoJ. P.RohaniS.SahitoR. G. A.HeschelerJ. (2018). Parallel genome-wide profiling of coding and non-coding RNAs to identify novel regulatory elements in embryonic and maturated heart. Mol. Ther. Nucleic Acids 12, 158–173. 10.1016/j.omtn.2018.04.018 30195755PMC6023836

[B35] SaxenaA.TabinC. J. (2010). miRNA-processing enzyme Dicer is necessary for cardiac outflow tract alignment and chamber septation. Proc. Natl. Acad. Sci. U. S. A. 107, 87–91. 10.1073/pnas.0912870107 20018673PMC2806718

[B36] SherstyukV. V.MedvedevS. P.ElisaphenkoE. A.VaskovaE. A.RiM. T.VyatkinY. V. (2017). Genome-wide profiling and differential expression of microRNA in rat pluripotent stem cells. Sci. Rep. 7, 2787. 10.1038/s41598-017-02632-0 28584262PMC5459850

[B37] SmithT.RajakarunaC.CaputoM.EmanueliC. (2015). MicroRNAs in congenital heart disease. Ann. Transl. Med. 3, 333. 10.3978/j.issn.2305-5839.2015.12.25 26734643PMC4690991

[B38] SongY.HigginsH.GuoJ.HarrisonK.SchultzE. N.HalesB. J. (2018). Clinical significance of circulating microRNAs as markers in detecting and predicting congenital heart defects in children. J. Transl. Med. 16, 42. 10.1186/s12967-018-1411-0 29482591PMC5828434

[B39] SpicerD. E.HsuH. H.Co-VuJ.AndersonR. H.FrickerF. J. (2014). Ventricular septal defect. Orphanet J. Rare Dis. 9, 144. 10.1186/s13023-014-0144-2 25523232PMC4316658

[B40] StoicaS. C.DorobantuD. M.VardeuA.BiglinoG.FordK. L.BrunoD. V. (2020). MicroRNAs as potential biomarkers in congenital heart surgery. J. Thorac. Cardiovasc. Surg. 159, 1532–1540. 10.1016/j.jtcvs.2019.03.062 31043318

[B41] ThomfordN. E.DzoboK.YaoN. A.ChimusaE.EvansJ.OkaiE. (2018). Genomics and Epigenomics of congenital heart defects: Expert review and lessons learned in africa. OMICS 22, 301–321. 10.1089/omi.2018.0033 29762087PMC6016577

[B42] ToniL. S.HailuF.SucharovC. C. (2020). Dysregulated micro-RNAs and long noncoding RNAs in cardiac development and pediatric heart failure. Am. J. Physiol. Heart Circ. Physiol. 318, H1308–H1315. 10.1152/ajpheart.00511.2019 32216613PMC7346540

[B43] Townley-TilsonW. H.CallisT. E.WangD. (2010). MicroRNAs 1, 133, and 206: Critical factors of skeletal and cardiac muscle development, function, and disease. Int. J. Biochem. Cell Biol. 42, 1252–1255. 10.1016/j.biocel.2009.03.002 20619221PMC2904322

[B44] TsatsaronisJ. A.Franch-ArroyoS.ReschU.CharpentierE. (2018). Extracellular vesicle RNA: A universal mediator of microbial communication? Trends Microbiol. 26, 401–410. 10.1016/j.tim.2018.02.009 29548832

[B45] TyserR. C.MirandaA. M.ChenC. M.DavidsonS. M.SrinivasS.RileyP. R. (2016). Calcium handling precedes cardiac differentiation to initiate the first heartbeat. eLife 5, e17113. 10.7554/eLife.17113 27725084PMC5059139

[B46] van NisselrooijA. E. L.TeunissenA. K. K.ClurS. A.RozendaalL.PajkrtE.LinskensI. H. (2020). Why are congenital heart defects being missed? Ultrasound Obstet. Gynecol. 55, 747–757. 10.1002/uog.20358 31131945PMC7317409

[B47] WakimotoK.KobayashiK.KuroO. M.YaoA.IwamotoT.YanakaN. (2000). Targeted disruption of Na+/Ca2+ exchanger gene leads to cardiomyocyte apoptosis and defects in heartbeat. J. Biol. Chem. 275, 36991–36998. 10.1074/jbc.M004035200 10967099

[B48] WangL.SongG.LiuM.ChenB.ChenY.ShenY. (2016). MicroRNA-375 overexpression influences P19 cell proliferation, apoptosis and differentiation through the Notch signaling pathway. Int. J. Mol. Med. 37, 47–55. 10.3892/ijmm.2015.2399 26531318PMC4687438

[B49] WangZ.YangY.XiongW.ZhouR.SongN.LiuL. (2020). Dexmedetomidine protects H9C2 against hypoxia/reoxygenation injury through miR-208b-3p/Med13/Wnt signaling pathway axis. Biomed. Pharmacother. = Biomedecine Pharmacother. 125, 110001. 10.1016/j.biopha.2020.110001 32070878

[B50] YangH.YangS.ShenH.WuS.RuanJ.LyuG. (2021). Construction of the amniotic fluid-derived exosomal ceRNA network associated with ventricular septal defect. Genomics 113, 4293–4302. 10.1016/j.ygeno.2021.11.003 34758360

[B51] ZhaoM. J.XieJ.ShuW. J.WangH. Y.BiJ.JiangW. (2019). MiR-15b and miR-322 inhibit SETD3 expression to repress muscle cell differentiation. Cell Death Dis. 10, 183. 10.1038/s41419-019-1432-5 30796205PMC6385263

[B52] ZhouQ.SchötterlS.BackesD.BrunnerE.HahnJ. K.IonesiE. (2017). Inhibition of miR-208b improves cardiac function in titin-based dilated cardiomyopathy. Int. J. Cardiol. 230, 634–641. 10.1016/j.ijcard.2016.12.171 28065693

[B54] ZhuangS.FuY.LiJ.LiM.HuX.ZhuJ. (2020). MicroRNA-375 overexpression disrupts cardiac development of Zebrafish (*Danio rerio*) by targeting notch2. Protoplasma 257, 1309–1318. 10.1007/s00709-020-01490-4 32468186

[B55] ZouJ. F.WuX. N.ShiR. H.SunY. Q.QinF. J.YangY. M. (2020). Inhibition of microRNA-184 reduces H2O2-mediated cardiomyocyte injury via targeting FBXO28. Eur. Rev. Med. Pharmacol. Sci. 24, 11251–11258. 10.26355/eurrev_202011_23614 33215444

[B56] ZouX.ZhuD.ZhangH.ZhangS.ZhouX.HeX. (2020). MicroRNA expression profiling analysis in serum for nasopharyngeal carcinoma diagnosis. Gene 727, 144243. 10.1016/j.gene.2019.144243 31743768

# Supplementary material for: Circulating microRNA: Myocardium-derived prenatal biomarker of ventricular septal defects
**Source:** Front Genet. 2022 Aug 11;13:899034. doi: 10.3389/fgene.2022.899034
**Supplement:** Supplementary file 2

**Supplement Tables**

**Table S1 Primer sequence of qRT–PCR**

| ID | RNA primer sequence (Forward) |
| --- | --- |
| rno-miR-1-3p | CGCCGTGGAATGTAAAGAAGTGTGTA |
| rno-miR-1b | GCGGCCTGGAATGTAAAGAAGTATGT |
| rno-miR-293-5p | CGCCACTCAAACTGTGTGACACTTT |
| rno-miR-3580-3p | CGGCCTGACTAGGGTAGTATGAGTAGA |
| rno-miR-206-3p | CCGTGGAATGTAAGGAAGTGTGTGG |
| rno-miR-142-3p | AACCGGTGTAGTGTTTCCTACT |
| rno-miR-497-3p | ATGCCAATCCAAACCACACTG |
| rno-miR-185-5p | AACCATGTGGAGAGAAAGGCA |
| rno-miR-874-5p | GTTAACATATCGGCCCCACG |
| rno-miR-96-5p | CTTTGGCACTAGCACATTTTTGCT |
| rno-miR-15b-5p | CGCTAGCAGCACATCATGGTTTACA |
| rno-miR-199a-5p | GCCCAGTGTTCAGACTACCTGTTC |
| rno-miR-122-5p | AACACGCTGGAGTGTGACAA |
| rno-miR-134-3p | AAGAATCTGTGGGCCACCTAG |
| rno-miR-184 | AACCGGTGGACGGAGAACT |
| rno-miR-129-5p | CTTTTTGCGGTCTGGGCTTGC |
| rno-miR-494-3p | CGTGAAACATACACGGGAAACCTCT |
| rno-miR-208b-3p | GCGGCCATAAGACGAACAAAAGGT |
| rno-miR-877 | CCACCATGGTAGAGGAGATGG |
| rno-miR-433-3p | AATCCGGAATCATGATGGGCT |
| hsa-miR-1-3p | GCGCCTGGAATGTAAAGAAGTATGTA |
| hsa-miR-15b-5p | AGTAGCAGCACATCATGGTTTACA |
| hsa-miR-206 | AGTGGAATGTAAGGAAGTGTGTGG |
| has-miR-184 | CGCGCTTATAATACAACCTGATAAGTG |

**Table S2 Myocardial tissue-derived DE-microRNAs in the VSD group**

| ID | Regulation | Fold Change | P-value | intersection with non-VSD group | ID | Regulation | Fold Change | P-value | intersection with non-VSD group |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-136-5p | up | 2.111 | 0.011 | NO | rno-miR-293-5p | down | 0.457 | 0.044 | NO |
| rno-miR-137-3p | up | 3.857 | 0.001 | NO | rno-miR-3064-5p | down | 0.458 | 0.016 | NO |
| rno-miR-146a-5p | up | 2.151 | 0.000 | NO | rno-miR-3473 | down | 0.356 | 0.000 | NO |
| rno-miR-19b-1-5p | up | 2.515 | 0.013 | NO | rno-miR-3580-3p | down | 0.124 | 0.009 | NO |
| rno-miR-203a-3p | up | 2.441 | 0.029 | NO | rno-miR-363-5p | down | 0.293 | 0.034 | NO |
| rno-miR-29b-3p | up | 2.272 | 0.002 | NO | rno-miR-741-3p | down | 0.301 | 0.048 | NO |
| rno-miR-301a-3p | up | 2.264 | 0.001 | NO | rno-miR-871-5p | down | 0.217 | 0.040 | NO |
| rno-miR-325-5p | up | 2.308 | 0.023 | NO | rno-miR-883-3p | down | 0.126 | 0.031 | NO |
| rno-miR-338-3p | up | 2.122 | 0.029 | NO | rno-miR-135b-3p | up | 8.012 | 0.001 | YES |
| rno-miR-376a-3p | up | 2.248 | 0.007 | NO | rno-miR-135b-5p | up | 6.667 | 0.001 | YES |
| rno-miR-384-3p | up | 2.832 | 0.017 | NO | rno-miR-190a-5p | up | 2.595 | 0.000 | YES |
| rno-miR-384-5p | up | 2.344 | 0.019 | NO | rno-miR-142-5p | down | 0.172 | 0.000 | YES |
| rno-miR-466c-5p | up | 2.026 | 0.002 | NO | rno-miR-144-3p | down | 0.165 | 0.000 | YES |
| rno-miR-497-3p | up | 10.827 | 0.019 | NO | rno-miR-144-5p | down | 0.193 | 0.000 | YES |
| rno-miR-497-5p | up | 2.098 | 0.004 | NO | rno-miR-191b | down | 0.288 | 0.042 | YES |
| rno-miR-539-3p | up | 2.199 | 0.024 | NO | rno-miR-193b-3p | down | 0.413 | 0.003 | YES |
| rno-miR-539-5p | up | 2.093 | 0.035 | NO | rno-miR-196b-5p | down | 0.289 | 0.040 | YES |
| rno-miR-7b | up | 4.196 | 0.000 | NO | rno-miR-206-3p | down | 0.142 | 0.001 | YES |
| rno-miR-874-5p | up | 3.436 | 0.011 | NO | rno-miR-3590-3p | down | 0.171 | 0.000 | YES |
| rno-miR-96-5p | up | 4.068 | 0.001 | NO | rno-miR-451-3p | down | 0.227 | 0.001 | YES |
| rno-miR-1-3p | down | 0.437 | 0.025 | NO | rno-miR-451-5p | down | 0.268 | 0.001 | YES |
| rno-miR-106b-3p | down | 0.430 | 0.003 | NO | rno-miR-486 | down | 0.199 | 0.000 | YES |
| rno-miR-142-3p | down | 0.287 | 0.001 | NO | rno-miR-511-5p | down | 0.332 | 0.004 | YES |
| rno-miR-1839-5p | down | 0.497 | 0.006 | NO | rno-miR-6329 | down | 0.337 | 0.000 | YES |
| rno-miR-185-5p | down | 0.349 | 0.000 | NO | rno-miR-743b-5p | down | 0.203 | 0.003 | YES |
| rno-miR-1956-3p | down | 0.147 | 0.004 | NO | rno-miR-871-3p | down | 0.159 | 0.003 | YES |
| rno-miR-1b | down | 0.491 | 0.027 | NO |  |  |  |  |  |

**Table S3 Myocardial tissue-derived DE-microRNAs in the non-VSD group**

| ID | Regulation | Fold Change | P-value | intersection with VSD group | ID | Regulation | Fold Change | P-value | intersection with VSD group |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-132-3p | up | 2.190 | 0.004 | NO | rno-miR-135b-5p | up | 3.945 | 0.013 | YES |
| rno-miR-132-5p | up | 2.221 | 0.003 | NO | rno-miR-190a-5p | up | 2.153 | 0.002 | YES |
| rno-miR-196c-5p | up | 3.255 | 0.043 | NO | rno-miR-142-5p | down | 0.328 | 0.008 | YES |
| rno-miR-291a-3p | up | 3.063 | 0.005 | NO | rno-miR-144-3p | down | 0.409 | 0.036 | YES |
| rno-miR-295-3p | up | 3.142 | 0.003 | NO | rno-miR-144-5p | down | 0.247 | 0.001 | YES |
| rno-miR-547-3p | up | 2.355 | 0.004 | NO | rno-miR-191b | down | 0.222 | 0.028 | YES |
| rno-miR-124-5p | down | 0.388 | 0.047 | NO | rno-miR-193b-3p | down | 0.488 | 0.008 | YES |
| rno-miR-136-3p | down | 0.435 | 0.007 | NO | rno-miR-196b-5p | down | 0.267 | 0.037 | YES |
| rno-miR-183-3p | down | 0.427 | 0.048 | NO | rno-miR-206-3p | down | 0.169 | 0.007 | YES |
| rno-miR-341 | down | 0.492 | 0.019 | NO | rno-miR-3590-3p | down | 0.230 | 0.001 | YES |
| rno-miR-34b-5p | down | 0.465 | 0.028 | NO | rno-miR-451-3p | down | 0.238 | 0.002 | YES |
| rno-miR-34c-5p | down | 0.460 | 0.011 | NO | rno-miR-451-5p | down | 0.328 | 0.006 | YES |
| rno-miR-6321 | down | 0.034 | 0.002 | NO | rno-miR-486 | down | 0.311 | 0.002 | YES |
| rno-miR-743a-5p | down | 0.157 | 0.021 | NO | rno-miR-511-5p | down | 0.431 | 0.050 | YES |
| rno-miR-7a-5p | down | 0.443 | 0.003 | NO | rno-miR-6329 | down | 0.414 | 0.000 | YES |
| rno-miR-879-5p | down | 0.382 | 0.028 | NO | rno-miR-743b-5p | down | 0.314 | 0.041 | YES |
| rno-miR-135b-3p | up | 6.166 | 0.004 | YES | rno-miR-871-3p | down | 0.226 | 0.045 | YES |

**Table S4 Amniotic fluid-derived DE-microRNAs in the VSD group**

| ID | Regulation | Fold Change | P-value | intersection with non-VSD group | ID | Regulation | Fold Change | P-value | intersection with non-VSD group |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-122-5p | up | 6.758 | 0.000 | NO | rno-miR-376b-3p | down | 0.243 | 0.001 | NO |
| rno-miR-1306-5p | up | 2.099 | 0.021 | NO | rno-miR-376c-3p | down | 0.323 | 0.027 | NO |
| rno-miR-134-3p | up | 16.200 | 0.048 | NO | rno-miR-485-5p | down | 0.466 | 0.040 | NO |
| rno-miR-1-3p | up | 4.010 | 0.000 | NO | rno-miR-1224 | up | 6.771 | 0.004 | YES |
| rno-miR-15b-5p | up | 2.365 | 0.009 | NO | rno-miR-142-3p | up | 4.540 | 0.000 | YES |
| rno-miR-184 | up | 3.048 | 0.013 | NO | rno-miR-142-5p | up | 3.635 | 0.002 | YES |
| rno-miR-1b | up | 2.343 | 0.002 | NO | rno-miR-144-3p | up | 5.365 | 0.000 | YES |
| rno-miR-206-3p | up | 3.876 | 0.000 | NO | rno-miR-144-5p | up | 4.638 | 0.000 | YES |
| rno-miR-665 | up | 2.163 | 0.022 | NO | rno-miR-185-5p | up | 3.043 | 0.000 | YES |
| rno-miR-708-5p | up | 2.029 | 0.027 | NO | rno-miR-190a-5p | up | 2.799 | 0.014 | YES |
| rno-miR-136-3p | down | 0.421 | 0.009 | NO | rno-miR-25-5p | up | 7.639 | 0.010 | YES |
| rno-miR-1843b-5p | down | 0.027 | 0.040 | NO | rno-miR-292-5p | up | 2.632 | 0.006 | YES |
| rno-miR-199a-3p | down | 0.406 | 0.002 | NO | rno-miR-451-5p | up | 2.811 | 0.001 | YES |
| rno-miR-199a-5p | down | 0.411 | 0.019 | NO | rno-miR-484 | up | 2.709 | 0.017 | YES |
| rno-miR-299a-5p | down | 0.166 | 0.038 | NO | rno-miR-486 | up | 2.122 | 0.001 | YES |
| rno-miR-300-3p | down | 0.363 | 0.000 | NO | rno-miR-382-3p | down | 0.134 | 0.000 | YES |
| rno-miR-369-3p | down | 0.407 | 0.011 | NO |  |  |  |  |  |

**Table S5 Amniotic fluid-derived DE-microRNAs in the non-VSD group**

| ID | Regulation | Fold Change | P-value | intersection with VSD group | ID | Regulation | Fold Change | P-value | intersection with VSD group |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-101a-3p | up | 3.513 | 0.004 | NO | rno-miR-92b-5p | up | 2.843 | 0.033 | NO |
| rno-miR-106b-5p | up | 3.438 | 0.020 | NO | rno-miR-9a-3p | up | 6.076 | 0.000 | NO |
| rno-miR-124-3p | up | 40.000 | 0.004 | NO | rno-miR-9a-5p | up | 3.323 | 0.003 | NO |
| rno-miR-1247-3p | up | 5.382 | 0.019 | NO | rno-let-7e-5p | down | 0.473 | 0.018 | NO |
| rno-miR-1247-5p | up | 2.102 | 0.020 | NO | rno-miR-196a-5p | down | 0.371 | 0.019 | NO |
| rno-miR-126a-3p | up | 2.833 | 0.000 | NO | rno-miR-27b-3p | down | 0.369 | 0.001 | NO |
| rno-miR-145-5p | up | 2.853 | 0.009 | NO | rno-miR-30a-3p | down | 0.362 | 0.048 | NO |
| rno-miR-147 | up | 40.400 | 0.003 | NO | rno-miR-30e-3p | down | 0.156 | 0.002 | NO |
| rno-miR-151-5p | up | 2.376 | 0.019 | NO | rno-miR-3553 | down | 0.495 | 0.033 | NO |
| rno-miR-181a-2-3p | up | 19.067 | 0.005 | NO | rno-miR-672-5p | down | 0.234 | 0.013 | NO |
| rno-miR-208b-3p | up | 2.405 | 0.050 | NO | rno-miR-98-5p | down | 0.330 | 0.018 | NO |
| rno-miR-292-3p | up | 20.667 | 0.011 | NO | rno-miR-1224 | up | 5.264 | 0.021 | YES |
| rno-miR-298-3p | up | 33.400 | 0.013 | NO | rno-miR-142-3p | up | 6.932 | 0.000 | YES |
| rno-miR-323-5p | up | 9.500 | 0.048 | NO | rno-miR-142-5p | up | 5.620 | 0.000 | YES |
| rno-miR-3557-5p | up | 2.819 | 0.001 | NO | rno-miR-144-3p | up | 8.979 | 0.000 | YES |
| rno-miR-363-3p | up | 4.069 | 0.001 | NO | rno-miR-144-5p | up | 8.025 | 0.000 | YES |
| rno-miR-363-5p | up | 81.900 | 0.000 | NO | rno-miR-185-5p | up | 4.181 | 0.000 | YES |
| rno-miR-423-3p | up | 2.035 | 0.009 | NO | rno-miR-190a-5p | up | 3.990 | 0.001 | YES |
| rno-miR-450a-5p | up | 2.354 | 0.015 | NO | rno-miR-25-5p | up | 6.235 | 0.042 | YES |
| rno-miR-483-5p | up | 2.022 | 0.001 | NO | rno-miR-292-5p | up | 2.787 | 0.002 | YES |
| rno-miR-544-3p | up | 20.700 | 0.040 | NO | rno-miR-451-5p | up | 5.580 | 0.000 | YES |
| rno-miR-743b-3p | up | 30.800 | 0.008 | NO | rno-miR-484 | up | 3.721 | 0.001 | YES |
| rno-miR-7a-5p | up | 2.428 | 0.008 | NO | rno-miR-486 | up | 2.208 | 0.000 | YES |
| rno-miR-874-3p | up | 9.729 | 0.008 | NO | rno-miR-382-3p | down | 0.374 | 0.029 | YES |

**Table S6 Maternal serum-derived DE-microRNAs in the VSD group**

| ID | Regulation | Fold Change | P-value | ID | Regulation | Fold Change | P-value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| rno-miR-1188-5p | up | 2.130 | 0.001 | rno-miR-540-3p | up | 2.366 | 0.001 |
| rno-miR-129-5p | up | 2.232 | 0.037 | rno-miR-6216 | up | 2.055 | 0.014 |
| rno-miR-134-5p | up | 2.195 | 0.005 | rno-miR-665 | up | 2.453 | 0.018 |
| rno-miR-136-3p | up | 2.343 | 0.007 | rno-miR-743b-5p | up | 2.781 | 0.036 |
| rno-miR-206-3p | up | 2.043 | 0.021 | rno-miR-877 | up | 2.272 | 0.005 |
| rno-miR-211-5p | up | 9.850 | 0.008 | rno-miR-9a-3p | up | 6.148 | 0.038 |
| rno-miR-290 | up | 5.733 | 0.006 | rno-miR-147 | down | 0.410 | 0.031 |
| rno-miR-291a-5p | up | 5.855 | 0.000 | rno-miR-208a-3p | down | 0.196 | 0.005 |
| rno-miR-292-5p | up | 4.068 | 0.000 | rno-miR-208b-3p | down | 0.188 | 0.030 |
| rno-miR-293-5p | up | 3.069 | 0.010 | rno-miR-465-5p | down | 0.150 | 0.018 |
| rno-miR-3580-3p | up | 2.447 | 0.003 | rno-miR-488-3p | down | 0.101 | 0.000 |
| rno-miR-370-3p | up | 2.821 | 0.010 | rno-miR-490-3p | down | 0.455 | 0.036 |
| rno-miR-433-3p | up | 2.255 | 0.001 | rno-miR-873-3p | down | 0.087 | 0.027 |
| rno-miR-494-3p | up | 2.450 | 0.004 |  |  |  |  |

**Table S7 Hub genes of the VSD group**

| Heart tissue | | | | | | | Amniotic fluid | | | | | | | Serum | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality | MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality | MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality |
| **Ptpn11** | Ptk2 | Notch1 | Notch1 | Notch1 | Notch1 | Notch1 | Kras | Fgfr2 | Kras | Notch1 | Ntrk3 | Notch1 | Notch1 | Kras | Fgfr3 | Notch1 | Notch1 | Pik3ca | Notch1 | Acta2 |
| **Kras** | Fgfr3 | **Kras** | **Kras** | Hras | Crebbp | Crebbp | Hras | Fgfr3 | Notch1 | Kras | Wt1 | Kras | Kras | Pik3ca | Fgfr2 | Kras | Kras | Hras | Kras | Notch1 |
| Hras | Ntrk3 | Hras | Hras | **Kras** | **Kras** | **Kras** | Pik3ca | Ntrk3 | Hras | Hras | Agt | Hras | Smad4 | Hras | Ntrk3 | Pik3ca | Pik3ca | Kras | Pik3ca | Kras |
| Pik3ca | Sos1 | Crebbp | Crebbp | Pik3ca | Hras | Smad4 | Ptpn11 | Shoc2 | Pik3ca | Pik3ca | Pbrm1 | Smad4 | Hras | **Ptpn11** | Sos1 | Hras | Hras | Notch1 | Acta2 | Pik3ca |
| Pik3r2 | Pik3r2 | Pik3ca | Pik3ca | **Ptpn11** | Pik3ca | Hras | Pik3r2 | Ntf3 | Smad4 | Smad4 | Tbx5 | Pik3ca | Ptpn11 | Pik3r2 | Pik3r2 | Crebbp | Crebbp | **Ptpn11** | Crebbp | Crebbp |
| Sos1 | **Ptpn11** | Smad4 | Gata4 | **Igf1r** | Gata4 | Gata4 | Sos1 | **Abl1** | Ptpn11 | Ptpn11 | **Cxcr4** | Ptpn11 | Pik3ca | Sos1 | Ptk2 | Smad4 | Smad4 | Smad4 | Smad4 | Smad4 |
| Ptk2 | Braf | **Ptpn11** | Smad4 | Crebbp | Smad4 | Pik3ca | Fgfr2 | Pik3r2 | **Map2k1** | **Map2k1** | **Map2k1** | **Map2k1** | **Map2k1** | Ptk2 | **Ptpn11** | Acta2 | Acta2 | **Map2k1** | Hras | **Ptpn11** |
| **Igf1r** | Cxcr4 | Gata4 | **Ptpn11** | Smad4 | **Ptpn11** | Sox2 | Fgfr1 | Sos1 | Sos1 | Gata4 | Gata4 | Gata4 | **Abl1** | Fgfr2 | Ntf3 | **Ptpn11** | **Ptpn11** | **Igf1r** | **Ptpn11** | Hras |
| **Map2k1** | Abl1 | **Igf1r** | **Igf1r** | **Map2k1** | **Map2k1** | Wt1 | Fgfr3 | Gnb1 | Gata4 | Sos1 | Braf | Fgfr1 | Fgfr1 | **Fgfr1** | Cxcr4 | Nkx2-5 | Nkx2-5 | Sos1 | Nkx2-5 | Wt1 |
| Abl1 | Rit1 | **Map2k1** | **Map2k1** | **Fgfr1** | **Igf1r** | **Map2k1** | **Abl1** | Braf | Pik3r2 | Pik3r2 | Gnb1 | **Abl1** | Wt1 | Fgfr3 | Braf | **Igf1r** | **Igf1r** | Crebbp | **Igf1r** | Edn1 |
| Notch1 | Gnb1 | Wt1 | Wt1 | Sos1 | Sox2 | **Fgfr1** | Notch1 | Ptpn11 | Wt1 | Fgfr1 | Jag1 | Wt1 | Gata4 | **Igf1r** | Abl1 | **Map2k1** | **Map2k1** | **Fgfr1** | Edn1 | Nkx2-5 |
| **Fgfr1** | Igf2 | Sos1 | Sos1 | Pik3r2 | Wt1 | **Ptpn11** | Smad4 | Fgfr1 | Fgfr1 | Wt1 | **Tek** | Agt | Agt | **Map2k1** | **Igf1r** | Sos1 | Sos1 | Tek | Wt1 | Sox2 |
| Gnb1 | Rras2 | **Fgfr1** | **Fgfr1** | Edn1 | **Fgfr1** | **Igf1r** | **Map2k1** | Rit1 | Agt | Agt | Ntf3 | Pik3r2 | **Cxcr4** | Notch1 | Gnb1 | Pik3r2 | Pik3r2 | Pik3r2 | Sox2 | **Fgfr1** |
| Cxcr4 | **Igf1r** | Prkaca | Prkaca | Gata4 | Jag1 | Gli2 | Ntf3 | **Cxcr4** | **Tek** | **Cxcr4** | Fgfr2 | **Cxcr4** | Pbrm1 | Smad4 | **Map2k1** | **Fgfr1** | **Fgfr1** | Acta2 | **Map2k1** | Tek |
| Smad4 | **Map2k1** | Pik3r2 | Edn1 | Ptk2 | Prkaca | Jag1 | Ntrk3 | Igf2 | **Abl1** | **Tek** | Hey2 | Pbrm1 | Pik3r2 | Cxcr4 | Igf2 | Prkaca | Prkaca | Edn1 | **Fgfr1** | Tgfb1 |
| Fgfr3 | Tek | Edn1 | Pik3r2 | Prkaca | Gli2 | Abl1 | Gnb1 | **Map2k1** | **Cxcr4** | **Abl1** | Notch2 | Jag1 | Jag1 | Abl1 | Rit1 | Wt1 | Edn1 | Ptk2 | Tek | **Igf1r** |
| Ntrk3 | Cacna1d | Jag1 | Sox2 | Wt1 | Edn1 | Cxcr4 | Igf2 | Prkaca | Jag1 | Ntrk3 | Prkaca | Sos1 | Fgfr3 | Ntf3 | Rras2 | Edn1 | Tek | Rras2 | Jag1 | Agt |
| Braf | **Fgfr1** | Gata6 | Rras2 | Cxcr4 | Cxcr4 | Gata6 | **Tek** | **Tek** | Ntf3 | Gnb1 | Dnmt3a | **Tek** | Fgfr2 | Ntrk3 | **Fgfr1** | Agt | Wt1 | Agt | Agt | **Map2k1** |

**Table S7(continued)**

| Heart tissue | | | | | | | Amniotic fluid | | | | | | | Serum | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality | MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality | MCC | DMNC | MNC | Degree | EPC | Closeness | Radiality |
| Tek | Myocd | Ptk2 | Jag1 | Abl1 | Abl1 | Pbrm1 | **Cxcr4** | Dll4 | Fgfr2 | Jag1 | **Abl1** | Fgfr3 | **Tek** | Gnb1 | Tek | Tek | Ptk2 | Fgfr2 | Tgfb1 | Jag1 |
| Prkaca | **Kras** | Sox2 | Cxcr4 | Rras2 | Gata6 | Edn1 | Braf | Pik3ca | Igf2 | Ntf3 | Sos1 | Fgfr2 | Igf2 | Agt | Myocd | Jag1 | Agt | Wt1 | Ptk2 | Pbrm1 |

**Table S8 Comparison of rat and human amniotic fluid-derived DE-microRNA sequences**

| ID | Sequence | | |
| --- | --- | --- | --- |
| rno-miR-1-3p | UGGAAUGUAAAGAAGUGUGUAU | | |
| hsa-miR-1-3p | UGGAAUGUAAAGAAGUAUGUAU | | |
|  |  |  |  |
| rno-miR-206-3p | UGGAAUGUAAGGAAGUGUGUGG | | |
| hsa-miR-206 | UGGAAUGUAAGGAAGUGUGUGG | | |
|  |  |  |  |
| rno-miR-15b-5p | UAGCAGCACAUCAUGGUUUACA | | |
| hsa-miR-15b-5p | UAGCAGCACAUCAUGGUUUACA | | |
|  |  |  |  |
| rno-miR-184 | TGGACGGAGAACTGATAAGGGT | | |
| hsa-miR-184 | TGGACGGAGAACTGATAAGGGT | | |

How the deposited data were processed for this re-analysis (not part of the article)

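MicroRNA levels were measured by small RNA sequencing of rat myocardium, amniotic fluid and maternal serum, 56 samples in all. Myocardium and amniotic fluid had 7 samples in each of the NC, non-VSD and VSD groups, and maternal serum had 7 in the NC and 7 in the VSD group. The condition of each sample was taken from its label and the methods of the paper. The quantitative PCR, the clinical samples and the luciferase assays have no deposited sequencing data and were not analysed.

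The authors trimmed and quality-filtered the reads and deposited a count of reads per mature microRNA for every sample. The aligner, the microRNA annotation and the genome build are not named in the paper's text. For myocardium and serum, the deposited tables also hold a normalized signal, which the authors made by scaling each count to a library total, as in CPM. These columns sum to between 890828 and 1156680, so that total is not the sum of the listed counts. For amniotic fluid, the authors deposited CPM beside the counts. Each deposited table ends with the authors' group comparison as a log2 value, and for myocardium and serum as a fold change too. The unadjusted p-value of the authors' test is deposited in each table, with a corrected p-value in those of amniotic fluid. The methods name DESeq and limma without saying which was used for which tissue. Of the deposited values, the counts were analysed, the authors' comparison was set beside the results, and 28 columns of CPM and 4 of group means were not used.

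Counts were analysed in R 4.3.3 with edgeR 4.0.16. MicroRNAs were kept by filterByExpr with its own settings (a minimum count of 10 and a minimum total of 15), scaled by TMM and tested by the quasi-likelihood test, with the 7 samples of a DMO group against the 7 NC samples. A DE-microRNA was a microRNA with an unadjusted p under 0.05 and a fold change of at least 2 or at most 0.5, as in the paper's methods. The number at a Benjamini-Hochberg adjusted p under 0.05, whatever the fold change, was counted beside it. The VSD and non-VSD groups were compared in a fit of all 3 groups. CPM are TMM-scaled unless stated otherwise, with a prior count of 2 on the log2 scale. Differences of single values used exact two-sided permutation tests over all 3432 groupings of 14 samples, and tests over more samples used 100000 random permutations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

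The rule for the microRNAs to name was written before the deposited values were opened. It takes the microRNAs that the results on sequencing and PCR name, miR-133 and miR-181c, the members of small sets, and the microRNAs with the lowest p in each comparison. The list by that rule was written out after first fits had been seen, and the 42 pairs of a microRNA and a comparison that are reported with their alternatives were chosen from it after a first run over all named microRNAs had shown many changes of sign near 0. The choice went by where the paper names them.

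Scores were the mean log2 CPM of the tested members of 6 sets fixed before the data were examined (red blood cell, white blood cell, heart and skeletal muscle, skeletal muscle, miR-290-295 cluster, Dlk1-Dio3 cluster), with Benjamini-Hochberg adjustment over 30 tests. The paper's lists of DE-microRNAs, from these same samples, were at hand when the 6 sets were written. Set p-values are therefore not independent of those lists. A set of 8 epithelial microRNAs was written after values per sample had been seen.

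The procedure was tested on simulated data drawn from the means and library sizes of these samples. Of the microRNAs, 200 were changed, each by a log2 fold change of 2 up or down. Among the changed microRNAs that passed the filter, 94.2% (VSD myocardium), 91.0% (non-VSD myocardium), 84.1% (VSD amniotic fluid), 79.2% (non-VSD amniotic fluid) and 100% (maternal serum) were recovered at an adjusted p under 0.05, in the right direction. Of the unchanged ones, at most 1.44% reached that adjusted p and at most 1.97% met the DE-microRNA threshold. Smaller changes were not simulated, and the microRNAs were drawn independently of one another. Other splits of the real VSD and NC myocardium samples gave a median of 3 and up to 65 DE-microRNAs. The simulated rates need not hold for the real samples or for smaller fold changes.

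The alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(CPM + 1), scaling by library size only, no filter, at least 10 counts in every sample, a p under 0.01, all 3 groups in one fit, only the VSD and non-VSD samples in the fit, the replicate number as a block, a red blood cell score as a covariate, fry, the median over set members, and each sample left out in turn. The authors' library totals and the epithelial score as a covariate were added after the data had been seen. An explanation was taken to account for a fold change when its covariate left less than 0.5 of it, a correlation was taken as present above a rho of 0.5, and a score was taken as kept at lower depth when more than 0.75 of it remained. These limits were set while the tests were written.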

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

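The tests of explanations in this part were all chosen after the results had been seen.

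A sample far from the others of its group was looked for in 132 groups of 7 samples (library totals, named microRNAs and set scores), by Dixon's ratio of the gap to the nearest sample to the range, at the limit that 1 in 20 groups exceeds by chance. It was found in 12, against 6.6 expected by chance. The groups are not independent, since 6 of the 12 concern replicate 2 of the NC myocardium.

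NC replicate 2 was the lowest NC sample for miR-1b (gap 0.584 of the range), miR-133a-3p (0.637), miR-133a-5p (0.718), miR-133b-3p (0.765) and the heart and skeletal muscle score, in the comparison with the VSD group (0.654) and with the non-VSD group (0.671). Its level of miR-133a-3p was 10.28 log2 CPM, with the next NC sample at 12.54. Scored over the 3 groups together, its heart muscle score was 5.82, with the other NC samples between 8.04 and 9.20, a gap of 0.657 of the range. Its epithelial score was 9.95, the highest of the NC group, where the others lay between 3.84 and 8.21, but its gap of 0.285 of the range is not unusual. A candidate explanation is more epithelial tissue in the wax block of this sample. A biological difference of this fetus stays open and was not tested.

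The score of 8 epithelial microRNAs (miR-200a-3p, miR-200b-3p, miR-200c-3p, miR-141-3p, miR-429, miR-205, miR-203a-3p and miR-375-3p), which the paper does not discuss as a group, was higher in the VSD than in the NC myocardium by 2.27 on the log2 scale (exact permutation test, two-sided, p = 0.0495), with 7 of 7 VSD samples above the NC median. In the non-VSD group the difference was 0.74 (exact permutation test, p = 0.476). The first principal component of all myocardium samples held 47.2% of the variance, and its correlation with the epithelial score had a size of 0.95 and with the heart muscle score of 0.82. Over the 21 samples, the epithelial and the heart muscle score were related by r = -0.725 (permutation p = 0.00028) and rho = -0.72 (permutation p = 0.00041), by r = -0.74 within groups and r = -0.74 without the 2 samples farthest from the median. MiR-1b fell with the epithelial score (r = -0.75, permutation p = 0.00012, rho = -0.70, permutation p = 0.00052, r = -0.69 within groups and -0.79 without 2 samples), and miR-96-5p rose with it (r = 0.84, permutation p = 2e-05, rho = 0.90, permutation p = 1e-05, the smallest these permutations can give, r = 0.80 within groups and 0.89 without 2 samples). With the score as a covariate, the log2 fold change of miR-1b in the VSD myocardium was 0.0419 in place of -1.03 and that of miR-96-5p 0.54 in place of 1.95. The values are consistent with tissue blocks that hold different shares of epithelium. The score differs between the groups, so the covariate also takes up a real effect of VSD that goes with it, and the same values would follow from a change in the heart itself. Which of these holds was not decided.

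Less heart muscle alone, without a named tissue in its place, was tested on miR-1b relative to the other heart muscle microRNAs. Over 9 of them, the VSD samples were lower by -0.67 (exact permutation test, p = 0.0344). Over the 5 above 100 CPM the difference was -0.40 (exact permutation test, p = 0.163). The choice of these 5 came after the first value, and the pair of results leaves it open.

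Replicate 3 of the VSD myocardium had the smallest library of its group (gap 0.881 of the range on the log2 scale). Without it, 32 DE-microRNAs were called, as with it. No explanation of the small library was tested.

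In amniotic fluid of the VSD group, replicate 2 was lowest for miR-15b-5p (0.602) and replicate 7 for miR-199a-5p (0.753), each with 0 counts. Replicate 1 was highest for miR-299a-5p (0.655), with 20 of the 22 counts in the group. A count of 0 allows up to 36.9 CPM in replicate 2 and 19.3 CPM in replicate 7, under the next samples of the group at 8.29 and 7.10 log2 CPM, so counting error alone does not account for these 2 values. What else does was not tested. Replicate 7 of the non-VSD amniotic fluid had the lowest level of miR-206-3p, the 1 tested member of the skeletal muscle set (0.675, 6.94 log2 CPM with the next at 12.27). Replicate 7 of the non-VSD myocardium had the highest score of the miR-290-295 cluster (0.615, a score of 3.28 with the next at 2.14).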

How the results depend on the processing

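The alternatives were set before the data were examined, apart from the authors' library totals and the epithelial score as a covariate, which were chosen after seeing the data, as was the choice of named microRNAs for which they are reported. Unless stated otherwise, the cause of a change was not tested.

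Without the filter on low counts, every count of DE-microRNAs rose. They were 52 in the VSD and 35 in the non-VSD myocardium, 84 in the VSD and 109 in the non-VSD amniotic fluid and 34 in maternal serum, 38 and 46 for unique DE-microRNAs of myocardium and amniotic fluid, 40 and 88 between the VSD and non-VSD groups of these tissues, and 12 for microRNAs lower in myocardium and higher in a fluid. The adjusted counts were 1 (VSD myocardium), 3 (non-VSD myocardium) and 3 (maternal serum). With at least 10 counts in every sample, where fewer microRNAs are tested, DE-microRNAs numbered 21 in the VSD myocardium, 11 in the VSD amniotic fluid and 4 in maternal serum, unique ones 13 and 5, and those between the VSD and non-VSD groups 13 and 5. The adjusted counts rose to 15 and 8 in the VSD and non-VSD myocardium, and miR-181c-3p changed sign to 0.0077.

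DESeq2 raised the adjusted counts to 46 (VSD myocardium), 47 (non-VSD myocardium), 29 (non-VSD amniotic fluid) and 4 (maternal serum), and it split the DE-microRNAs of the VSD amniotic fluid into 16 higher and 6 lower. With limma, DE-microRNAs of the VSD amniotic fluid fell to 7, those between VSD and non-VSD amniotic fluid rose to 15, and those lower in myocardium and higher in a fluid fell to 0. The adjusted counts were 0 (non-VSD myocardium), 1 (VSD amniotic fluid) and 5 (non-VSD amniotic fluid), and miR-15b-5p in amniotic fluid changed sign to -0.0479. The split of the VSD myocardium was 24 higher and 15 lower, and that of the non-VSD amniotic fluid 11 and 17. With all 3 groups in one fit, the adjusted counts of the VSD and non-VSD myocardium were 25 and 7, and the non-VSD amniotic fluid had 13 higher and 14 lower. At p under 0.01, 9 DE-microRNAs were left in the non-VSD myocardium and 6 in the VSD amniotic fluid.

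With scaling by library size only, the VSD myocardium had 33 DE-microRNAs higher and 12 lower, in place of 12 and 20, and the non-VSD myocardium 16 and 4, in place of 8 and 11. The adjusted counts were 38 and 22, and unique DE-microRNAs of myocardium numbered 37. Values that changed sign were miR-133a-5p (0.12) and miR-181c-3p (0.30) in the VSD myocardium, the miR-290-295 score there (0.19) and the Dlk1-Dio3 score of the non-VSD myocardium (0.12). The median shift was -0.13 in the VSD amniotic fluid, 0.08 in the non-VSD amniotic fluid and 0.03 in serum. With the authors' library totals, the splits were 24 and 12 in the VSD and 13 and 4 in the non-VSD myocardium.

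NC and DMO samples come from different dams, and their numbers were taken to pair them only if every pair of same-numbered samples deviated together with a correlation above 0.1. This held in no comparison, with 2, 3, 3, 1 and 5 of 7 pairs (VSD and non-VSD myocardium, VSD and non-VSD amniotic fluid, maternal serum). Maternal serum came closest, at a mean correlation of 0.14 (exact permutation test, p = 0.0514). With the replicate block, the adjusted counts were 0 in the VSD and 0 in the non-VSD myocardium, where 90 and 80 microRNAs had an unadjusted p under 0.05 without it, 2 in the non-VSD amniotic fluid and 5 in maternal serum. The non-VSD amniotic fluid had 19 DE-microRNAs, VSD against non-VSD myocardium 14, and 1 was lower in myocardium and higher in a fluid.

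With the red blood cell score as a covariate, the changes in the VSD myocardium became positive for miR-1-3p (0.73), miR-1b (0.39), miR-133a-3p (1.07), miR-133a-5p (0.82), miR-133b-3p (0.44), miR-293-5p (0.74) and miR-142-3p (0.60). MiR-142-3p also changed sign in the non-VSD myocardium (0.83) and the non-VSD amniotic fluid (-0.76), and miR-15b-5p (-0.22) and miR-293-5p (-0.0443) did in the VSD amniotic fluid. With the epithelial score as a covariate, the VSD myocardium had 20 DE-microRNAs and 0 at an adjusted p, and miR-1-3p (0.27), miR-1b (0.0419), miR-133a-3p (0.72), miR-133a-5p (0.67), miR-133b-3p (0.0682) and miR-293-5p (0.20) became positive. Both scores differ between the groups, so a real effect can be taken up by them.

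Of the set scores, the median over members changed the sign of the white blood cell score in the VSD myocardium (0.24), non-VSD myocardium (0.32) and VSD amniotic fluid (0.54), the heart and skeletal muscle score of the non-VSD myocardium (-0.20), the miR-290-295 score of the VSD myocardium (0.22) and the Dlk1-Dio3 score of the non-VSD amniotic fluid (0.0191). By fry, the last was in the opposite direction to its mean difference of -0.12.

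With each sample left out in turn, DE-microRNAs ranged from 27 to 83 in the VSD myocardium and from 5 (without VSD replicate 2) to 15 in maternal serum. The adjusted counts ranged from 0 to 77 (VSD myocardium, 20 without VSD replicate 6), 0 to 19 (non-VSD myocardium), 0 to 1 (VSD amniotic fluid, 1 without VSD replicate 4), 0 to 21 (non-VSD amniotic fluid) and 0 to 2 (maternal serum, 2 without NC replicate 2 or VSD replicate 6). The values of 83, 77 and 19 came without NC replicate 2, and 21 without non-VSD replicate 6. An adjusted count of 0 was reached without NC replicate 1, among others, in both myocardium comparisons and in the non-VSD amniotic fluid. Unique DE-microRNAs ranged from 18 to 63 (myocardium, 63 without NC replicate 2, 33 without VSD replicate 6, 34 without VSD replicate 7) and from 8 to 14 (amniotic fluid, 14 without NC replicate 3), those between the VSD and non-VSD groups from 16 to 37 (myocardium, 16 without non-VSD replicate 1 or VSD replicate 1) and from 7 to 16 (amniotic fluid, 16 without non-VSD replicate 1 or 2 or VSD replicate 2, 15 without VSD replicate 6, 14 without non-VSD replicate 4), and those lower in myocardium and higher in a fluid from 3 (without amniotic fluid VSD replicate 7) to 8.

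Among set scores that changed sign, the Dlk1-Dio3 score of the non-VSD myocardium ranged from -0.33 to 0.10, the heart and skeletal muscle score of the non-VSD myocardium from -0.0752 to 0.46, the miR-290-295 score of the VSD myocardium from -0.63 to 0.0102, and the white blood cell score from -0.35 to 0.47 in the VSD amniotic fluid and from -0.0313 to 0.13 in maternal serum. No log2 fold change changed sign in these fits among the 42 reported pairs of a microRNA and a comparison. Those pairs were chosen after a first run over all named microRNAs had shown many changes of sign near 0. The absence of sign changes therefore does not extend to the other named microRNAs. In 539 of the fits of these pairs, the unadjusted p stayed on the same side of 0.05. It went above 0.05 in 31 and under it in 15. The alternative of a smaller constant added to CPM was meant for tables without counts and was not run. The depth of amniotic fluid and serum limits the microRNAs near the filter, for which a few counts decide the fold change.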

Differences from the paper's values

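The paper's counts of DE-microRNAs exceeded those found here by more than 1.5 times in every comparison. The alternatives named below were set before the data were examined unless stated otherwise. No cause is assigned to a difference, apart from the filter on low counts in maternal serum.

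In the VSD myocardium, the paper reports 53 DE-microRNAs and 32 were found here. The gap closed to within 1.5 times with all 3 groups in one fit (37), DESeq2 (38), library size only (45), limma (39) and no filter (52), and with the authors' library totals (36), a setting chosen after seeing the values, but not with the stricter filter, the stricter p, the replicate block or the epithelial score. It also closed without NC replicate 6 (38), VSD replicate 2 (36), VSD replicate 6 (44) or VSD replicate 7 (45). The paper reports 23 upregulated, against 12 here. DESeq2 (18), library size only (33), limma (24), no filter (24) and the replicate block (17) came within 1.5 times. So did the fit without VSD replicate 7 (18) and the authors' library totals (24), chosen after seeing the values. The downregulated ones, 30 in the paper and 20 here, fell with library size only (12), the authors' library totals (12), limma (15) and the replicate block (14). With DESeq2 (20) and no filter (28) they did not.

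In the non-VSD myocardium, the paper reports 34 DE-microRNAs, 25 of them downregulated, against 19 and 11 here. All 3 groups in one fit (25 and 17) and no filter (35 and 25) closed both gaps, as did the fit without NC replicate 3 (26 and 17). The total also came within 1.5 times without NC replicate 2 (25), NC replicate 7 (24), non-VSD replicate 6 (24) or non-VSD replicate 7 (24), and the other alternatives closed neither.

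In amniotic fluid of the VSD group, the paper reports 33 DE-microRNAs, 22 of them upregulated, against 17 and 9 here. DESeq2 (22 and 16) closed both gaps. The total came within 1.5 times without VSD replicate 1 (22) or VSD replicate 2 (22), and no other alternative closed either. In the non-VSD group, the paper reports 48, 39 of them upregulated, against 30 and 21 here. For the total, the fits without non-VSD replicate 1 (33), 4 (34), 6 (37) or 7 (32) came within 1.5 times, and no other alternative did. For the upregulated ones, no filter (52) and the fit without non-VSD replicate 4 (26) did.

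In maternal serum, the paper reports 20 upregulated and 7 downregulated DE-microRNAs, against 10 and 0 here, where 30 microRNAs had an unadjusted p under 0.05. No filter (25 and 9) closed both gaps. For the upregulated ones, library size only (14) and the fits without NC replicate 7 (15) or VSD replicate 6 (14) did too, and the other alternatives closed none.

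For unique DE-microRNAs of the VSD myocardium, the paper reports 35, 20 of them upregulated, against 21 and 9 here. DESeq2 (27 and 16), library size only (37 and 29), limma (31 and 22), no filter (38 and 20) and the fit without VSD replicate 7 (34 and 15) closed both gaps, and the replicate block closed the second (15). The downregulated unique ones, 12 here, then numbered 11 (DESeq2), 8 (library size only), 9 (limma), 18 (no filter) and 8 (replicate block). The total also came within 1.5 times without NC replicate 6 (26), non-VSD replicate 2 (24), 3 (25) or 4 (26), or VSD replicate 2 (26) or 6 (33). In amniotic fluid, the paper reports 20, 10 of them upregulated, against 9 and 2 here. The fit without NC replicate 3 (14 and 7) came within 1.5 times, and no other alternative did.

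The authors' deposited comparison holds the paper's numbers, and its log2 fold changes and those found here had Spearman correlations between 0.998 (VSD amniotic fluid) and 1.00 (non-VSD myocardium). Of the authors' DE-microRNAs, 29 of 53, 18 of 34, 15 of 33, 21 of 48 and, in serum, 9 of 27 were DE-microRNAs here, in the order VSD and non-VSD myocardium, VSD and non-VSD amniotic fluid and maternal serum. Those under the filter numbered 13, 12, 6, 18 and 18, and the others changed in the same direction in both. In serum, all 9 that were tested here were DE-microRNAs here. The filter thus accounts for the authors' serum DE-microRNAs that were not called. For 22 named microRNAs, the log2 fold change differed from that of the supplementary tables by a median of 0.06 and at most 0.24, within 1 standard error in each case.

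A sentence of the paper's discussion counts miR-1-3p and miR-1b among the microRNAs high in amniotic fluid and maternal serum together. The paper's results name amniotic fluid alone for these 2, and its serum list holds neither. In serum their log2 fold changes here were -0.52 and -0.81, neither past the DE-microRNA threshold. With each sample left out in turn, they ranged from -1.04 to -0.20 and from -1.28 to -0.65. MiR-1-3p, miR-206-3p, miR-15b-5p, miR-199a-5p and miR-184 of amniotic fluid and miR-1-3p and miR-293-5p of myocardium, all in the paper's lists, were not DE-microRNAs in edgeR's test.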

Other observations

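The splits of the samples and the draws to one sequencing depth were set before their results were seen. All other tests of explanations in this part were chosen afterwards, and the tests of shared NC samples were redone after a first version, which drew the unchanged groups around the mean of the NC samples and so set their correlation too low.

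Each count was compared with 100 splits of the same samples, the real one included. In the VSD myocardium 5 of 100 gave as many DE-microRNAs and 2 as many at an adjusted p, in the non-VSD myocardium 19 and 7, in the VSD amniotic fluid 7 and 100 (the adjusted count is 0, with 33 microRNAs at an unadjusted p under 0.05), in the non-VSD amniotic fluid 1 and 1, and in maternal serum 5 and 100 (the adjusted count is 0, with 30 at an unadjusted p under 0.05). Among splits of the 14 DMO samples, 8 of 100 gave as many microRNAs past the threshold between the VSD and non-VSD myocardium and 32 between the VSD and non-VSD amniotic fluid, and 15 and 71 gave as many unique DE-microRNAs. For microRNAs lower in the VSD myocardium and higher in a VSD fluid, 1 of 100 regroupings within each tissue gave as many as 6. The size of the Spearman correlation between changes in myocardium and amniotic fluid was reached by 9 of 100, and that between myocardium and maternal serum by 71.

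The VSD and non-VSD groups share their NC samples. In myocardium, a correlation as high as the 0.48 between their changes was found in 31 of 100 simulated draws of unchanged groups and in 53 of 100 regroupings of the 21 samples, so it is no more than the shared samples give. As many as 11 shared DE-microRNAs turned up in 0 simulated draws and in 4 regroupings, close to the limit of 5%. In amniotic fluid, 0 simulated draws and 8 regroupings reached the correlation of 0.63, so that it remains open whether the shared samples account for it. As many as 8 shared DE-microRNAs were found in 0 and in 1, which argues against shared NC samples as the only cause. An effect of DMO in both groups stays open.

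Red blood cell microRNAs were lower in the myocardium of both DMO groups, by -2.09 (exact permutation test, p = 0.0146, 7 of 7 samples below the NC median) in the VSD and -1.71 (exact permutation test, p = 0.0530) in the non-VSD group. In amniotic fluid they were higher, by 1.31 (exact permutation test, p = 0.150) and 2.27 (exact permutation test, p = 0.0140, 6 of 7 samples above the NC median). No set passed the adjustment over 30 tests, where the lowest adjusted p was 0.169. The differences between tissues were -3.40 (permutation p = 0.00532, adjusted p = 0.0904 over 34 tests) for VSD and -3.98 (permutation p = 0.00149, adjusted p = 0.0507) for non-VSD. The 34 tests hold miR-206-3p both as itself and as its set, and the number was left as first run, which decides the outcome. Over the 31 tests without these duplicates, a count looked at after the result was seen, the adjusted p would be 0.0462 for non-VSD and 0.0825 for VSD, so the non-VSD difference lies at the limit. In amniotic fluid, the red blood cell score rose with miR-16-5p (rho = 0.60, permutation p = 0.00461, r = 0.68, permutation p = 0.00086, r = 0.58 without 2 samples and 0.84 within groups) and with miR-142-3p (rho = 0.88, permutation p = 1e-05, the smallest these permutations can give, r = 0.94, r = 0.91 without 2 samples and 0.93 within groups). More blood in the fluid of some samples is a candidate explanation. For less blood left in the myocardium, 66.7% of the tested white blood cell microRNAs were lower, which leaves the explanation open, as do white blood cells that live in the tissue. For miR-15b-5p in the VSD amniotic fluid, the log2 fold change with the score as a covariate was -0.22, while its rho with the score was 0.47 (permutation p = 0.0331), and blood could not be settled as its source.

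MiR-206-3p was lower in the VSD myocardium by a log2 fold change of -2.91, with 2 NC samples above every VSD sample and 6 of 7 VSD samples above the NC median. Without NC replicate 6 the log2 fold change was -1.78. Whether skeletal muscle in the blocks of the 2 NC samples or a difference in expression lies behind this remains open.

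In amniotic fluid, the median log2 ratio of miR-206-3p to miR-1b was 5.25, against -8.79 in myocardium, and the lowest ratio in amniotic fluid exceeded the highest in myocardium by 4.83. This argues against heart muscle as the source of most miR-206-3p there, though the tissues were sequenced with different library kits. MiR-1-3p followed miR-206-3p over the 21 amniotic fluid samples with rho = 0.84 (permutation p = 1e-05) and r = 0.84, r = 0.81 without 2 samples and 0.84 within groups. MiR-1b followed it with rho = 0.69 (permutation p = 0.00065) and r = 0.72, r = 0.59 without 2 samples. Reads of miR-206-3p counted on miR-1-3p and a common source of both cannot be told apart, since the deposited values hold no reads. For miR-1b, release from heart muscle would bring miR-133a-3p with it. The VSD samples held 115 counts of miR-133a-3p against 127 that the ratio in myocardium gives (106 to 150 by counting error), but 91 of them were in 1 sample, and the NC samples held 92 counts of miR-133a-3p at 242 of miR-1b. Release from heart muscle and another source of miR-1b cannot be told apart at this depth.

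In VSD maternal serum, the Dlk1-Dio3 score was higher by 0.87 (exact permutation test, p = 0.0309, 17 of 17 members and 7 of 7 samples higher) and the miR-290-295 score by 1.63 (exact permutation test, p = 0.0169, 6 of 7 samples above the NC median). Neither passed the adjustment over 30 tests (adjusted p = 0.169). The miR-290-295 score rested on 2 tested members of 11, miR-291a-5p and miR-292-5p, both in the paper's serum list. With every library drawn down to 147609 counts, 20 times, the mean differences were 0.811 and 1.52, so fewer counts alone do not produce the differences. Over the 14 samples, log2 total counts and the scores were related by r = -0.476 (permutation p = 0.0835) and rho = -0.231 (permutation p = 0.428) for Dlk1-Dio3, and by r = -0.658 (permutation p = 0.0109) and rho = -0.451 (permutation p = 0.110) for miR-290-295. Within groups r was -0.225 and -0.484, and without 2 samples -0.281 and -0.189. A property of the samples that goes with a small library was not excluded by drawing counts down. Nor could an effect of DMO on the dam be excluded, since there was no non-VSD serum group.

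The other set scores of the VSD group differed by -0.61 (white blood cell, exact permutation test, p = 0.0338), -0.41 (heart and skeletal muscle), -0.81 (miR-206-3p alone), -0.15 (miR-290-295) and 0.38 (Dlk1-Dio3) in myocardium, by -0.01, 0.90, 1.29, 1.19 (exact permutation test, p = 0.0256) and -0.36 in amniotic fluid, and by -0.57 (red blood cell), 0.07 (white blood cell), -0.79 (heart and skeletal muscle) and 0.46 (miR-206-3p) in maternal serum. Some of these rest on single samples. In the VSD myocardium, miR-206-3p was at -0.11 without NC replicate 6 and -1.29 without NC replicate 7. Dlk1-Dio3 was at 0.11 without NC replicate 7 and 0.55 without NC replicate 2. For miR-206-3p in the fluids, the values without VSD replicate 4 were 0.50 (amniotic fluid) and 0.08 (maternal serum).

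VSD amniotic fluid and maternal serum samples with the same number deviated together from their group means over 184 microRNAs, with a mean correlation of 0.13 (exact permutation test over 5040 arrangements, one-sided, p = 0.0153). The samples of one number may come from one dam. Same-numbered NC and VSD serum samples, which come from different dams, had a mean correlation of 0.14 (exact permutation test, p = 0.0514), so samples handled in the order of their numbers could give such a value too, and this was not settled.

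With scaling by library size only, more microRNAs were higher than lower in the VSD myocardium. The share of the 5 most abundant microRNAs was lower by -3.43 percentage points in the VSD than in the NC group, 45.2% against 48.7% (exact permutation test, p = 0.185). A mean difference of this size changes the share left for all other microRNAs too little to give the whole median shift of 0.32 on the log2 scale. This argues against these 5 microRNAs as the only cause. Whether they explain part of the shift remains open, since the difference is within the spread of the samples.

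Further named microRNAs were measured at a log2 fold change of -1.54 (miR-185-5p in the VSD myocardium), 2.36 and 2.86 (miR-142-3p in VSD and non-VSD amniotic fluid), 1.21 (miR-877 in maternal serum) and 1.21 (miR-433-3p in maternal serum). That of miR-142-3p in the VSD amniotic fluid was 1.44 without VSD replicate 7 and 3.21 without NC replicate 7. Its value in the non-VSD amniotic fluid was 2.38 without non-VSD replicate 1 and 3.67 without NC replicate 7. MiR-134-3p had 26 counts in 1 VSD amniotic fluid sample and 0 in the NC group.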
